# *PVT1* signals an androgen-dependent transcriptional repression program in prostate cancer cells and a set of the repressed genes predicts high-risk tumors

**DOI:** 10.1186/s12964-020-00691-x

**Published:** 2021-01-11

**Authors:** Alexandre Videira, Felipe C. Beckedorff, Lucas F. daSilva, Sergio Verjovski-Almeida

**Keywords:** LincRNA *PVT1*, Prostate cancer, *PVT1* knockdown, Genome-wide transcriptional repression, Tumor suppressor genes

## Abstract

**Background:**

Androgen receptor (AR) and polycomb repressive complex 2 (PRC2) are known to co-occupy the loci of genes that are downregulated by androgen-stimulus. Long intergenic non-coding RNA (lincRNA) *PVT1* is an overexpressed oncogene that is associated with AR in LNCaP prostate cancer cells, and with PRC2 in HeLa and many other types of cancer cells. The possible involvement of *PVT1* in mediating androgen-induced gene expression downregulation in prostate cancer has not been explored.

**Methods:**

LNCaP cell line was used. Native RNA-binding-protein immunoprecipitation with anti-AR or anti-EZH2 was followed by RT-qPCR with primers for *PVT1*. Knockdown of *PVT1* with specific GapmeRs (or a control with scrambled GapmeR) was followed by differentially expressed genes (DEGs) determination with Agilent microarrays and with Significance Analysis of Microarrays statistical test. DEGs were tested as a tumor risk classifier with a machine learning Random Forest algorithm run with gene expression data from all TCGA-PRAD (prostate adenocarcinoma) tumors as input. ChIP-qPCR was performed for histone marks at the promoter of one DEG.

**Results:**

We show that *PVT1* knockdown in androgen-stimulated LNCaP cells caused statistically significant expression upregulation/downregulation of hundreds of genes. Interestingly, *PVT1* knockdown caused upregulation of 160 genes that were repressed by androgen, including a significantly enriched set of tumor suppressor genes, and among them *FAS*, *NOV/CCN3, BMF*, *HRK, IFIT2, AJUBA, DRAIC* and *TNFRSF21*. A 121-gene-set (out of the 160) was able to correctly predict the classification of all 293 intermediate- and high-risk TCGA-PRAD tumors, with a mean ROC area under the curve AUC = 0.89 ± 0.04, pointing to the relevance of these genes in cancer aggressiveness. Native RIP-qPCR in LNCaP showed that *PVT1* was associated with EZH2, a component of PRC2. *PVT1* knockdown followed by ChIP-qPCR showed significant epigenetic remodeling at the enhancer and promoter regions of tumor suppressor gene *NOV*, one of the androgen-repressed genes that were upregulated upon *PVT1* silencing.

**Conclusions:**

Overall, we provide first evidence that *PVT1* was involved in signaling a genome-wide androgen-dependent transcriptional repressive program of tumor suppressor protein-coding genes in prostate cancer cells. Identification of transcriptional inhibition of tumor suppressor genes by *PVT1* highlights the pathway to the investigation of mechanisms that lie behind the oncogenic role of *PVT1* in cancer.

**Video Abstract**

## Background

Prostate cancer (PCa) is the second most diagnosed type of cancer in men in the world [1]. Development of PCa is highly dependent on androgen receptor (AR) [2, 3], a transcription factor that induces expression activation or repression of prostate-specific genes through AR interaction with hundreds of coactivators or corepressors [4]. The ability of AR to repress transcription in LNCaP prostate cancer cells is related among other factors to cooperation with EZH2 histone-modifying enzyme, a component of the polycomb repressor complex 2 (PRC2) [5]. Specific AR-associated coregulators provide expression fine-tuning of hundreds of androgen-responsive target genes [6, 7], although the full complement of factors underlying expression activation or repression in the prostate have not yet been fully defined.

Long non-coding RNAs (lncRNAs) are pervasively transcribed in the human genome [8] and are recognized as an important layer of gene expression regulation [9]. Only a small number of lncRNAs have so far been functionally characterized, and their diverse roles include modification of chromatin states to increase or suppress transcriptional activation [10]. In 2004, we showed that in prostate cancer the expression of a set of antisense intronic non-coding RNAs correlates to the degree of tumor differentiation [11]. Over the past years, knowledge about lncRNAs involvement in prostate cancer has continuously progressed, and some three dozen lncRNAs have had their molecular mechanisms characterized in PCa [12, 13]. Understanding the complex network of gene regulation involving lncRNAs, and identifying their gene targets, will allow for their use in new strategies for diagnosis, prognosis and cancer therapy [14, 15].

Regarding the possible interplay between AR and lncRNAs, two studies have demonstrated AR association with *HOTAIR* [16], *PCGEM* and *PRCNR1* [17] lncRNAs in PCa. Our group has recently shown that in LNCaP cells the AR is significantly associated with over six hundred other lncRNAs [18]. Interestingly, the oncogenic lncRNA *PVT1* was one of the RNAs that was associated with AR, a finding that was not explored in that work [18]. *PVT1* is a long intergenic non-coding RNA (lincRNA) that is overexpressed in twenty-five different tumor tissues [19] including prostate adenocarcinoma [19, 20]. Clinical studies demonstrate that increased *PVT1* expression is correlated with shorter disease-free survival in prostate cancer [21] and with shorter overall survival in renal cell and colorectal carcinoma [22].

Knockdown of *PVT1* in prostate cancer cells and in other types of cancer cells resulted in decreased cell viability, induction of apoptosis and reduction in tumor volume [22], however the mechanisms of action of *PVT1* are largely unknown. *PVT1* has recently been shown in prostate cancer cells to act as a sponge for microRNA-186, thus increasing the expression of *Twist1* oncogene and promoting cell invasion and metastasis [23]. In fact, one of the mechanisms of *PVT1* function in prostate tumors, as well as in many other tumors, has been to act as a miRNA sponge in the cytoplasm [22]. Nevertheless, *PVT1* has also been described in prostate cancer to act in the nucleus to down-regulate miR-146a expression by inducing the methylation of CpG island in its promoter [24]. *PVT1* has been described in other types of cancer to act in the nucleus; thus, in ovarian cancer *PVT1* represses miR-214 expression by recruiting EZH2 to its promoter [25], and in non-small cell lung cancer (NSCLC) *PVT1* inhibits the expression of Large Tumor Suppressor Kinase 2 (*LATS2*) by recruiting EZH2 to the *LATS2* promoter [26]. In other tissues such as breast cancer [27], hepatocellular carcinoma [28], gastric cancer [29], and cholangiocarcinoma [30], *PVT1* has been shown to interact with EZH2 and epigenetically inhibit the expression of some target genes. In fact, no description of *PVT1* involvement with large-scale repression of gene expression has been published. *PVT1* has first been detected as one of the hundreds of lincRNAs physically associated in cervical cancer (HeLa cells) with the Polycomb repressive complex 2 (PRC2) proteins SUZ12 and EZH2 [31]. In that work, knockdown of six PRC2-associated lincRNAs, including *HOTAIR* and *TUG1*, has been shown to increase the expression of hundreds of genes known to be repressed by PRC2, suggesting that these lincRNAs function as expression silencers by regulating the epigenetic landscape in the cell [31]; however *PVT1* was not included as one of the six lincRNAs that were functionally characterized [31]. Here, we show that in LNCaP cells *PVT1* was associated with PRC2, besides being associated with AR. Also, using *PVT1* knockdown we show for the first time that in LNCaP cells *PVT1* was involved with the genome-wide regulation of gene expression. Interestingly, a set of androgen repressed genes increased their expression levels after *PVT1* knockdown, and tumor suppressor genes were enriched among them. We show that besides the known role of *PVT1* on regulating miRNA levels, this lincRNA acted to repress the transcription of hundreds of mRNAs in prostate cancer cells.

## Materials and methods

### Cell line and standard culture medium

Androgen-dependent LNCaP human prostate carcinoma cells (American Type Culture Collection, USA) were hormone-starved for 48 h in RPMI medium (Gibco, USA) supplemented with charcoal-stripped fetal bovine serum (CSS, Sigma-Aldrich, USA), and subsequently treated as described in the sections below. See Additional file 1: Methods for additional procedures and details.

### Native RNA-binding protein immunoprecipitation (RIP)

For native RIP [32] with LNCaP cells, CSS-supplemented medium was renewed, 10 nM synthetic androgen analog R1881 (Methyltrienolone, Sigma-Aldrich, USA) or vehicle (ethanol) were added, cells were incubated for an additional 24 h, and processed as described in the Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore, USA). See Additional file 1: Methods for additional procedures and details.

### Cell fractionation

For LNCaP cells fractionation, CSS-supplemented medium was renewed, 10 nM R1881 (or vehicle) was added, cells were incubated for an additional 24 h, and processed for subcellular fractionation by differential centrifugation [33]. See Additional file 1: Methods for additional procedures and details.

### *PVT1* knockdown

Androgen-starved cells were treated with lipofectamine 3000 complexed with a pool of PVT1_2 and PVT1_5 antisense LNA GapmeRs (150 pmol each, Exiqon-Qiagen, USA) designed against *PVT1* (Additional file 2: Table S1), or with a negative control scrambled GapmeR (300 pmol). For this, CSS-supplemented medium was renewed (5 mL medium), 30 μL lipofectamine 3000 complexed with 300 pmol LNA GapmeRs was added, and cells were incubated for 24 h. Subsequently, 1.0 nM R1881 or vehicle (ethanol) was added without changing the culture medium and cells were incubated for an additional 24 h. Cells were harvested with TRizol; total RNA was purified using RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions.

### Dose-dependent effect of hormone on gene expression levels

CSS-supplemented medium was renewed and either 0.1, 1 and 10 nM R1881 or vehicle (ethanol) were added. After 24 h incubation, cells were harvested with TRizol; RNA was purified using RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions.

### Chromatin immunoprecipitation (ChIP)

*PVT1* was silenced by knockdown as described above, except that 900 pmol GapmeR was used (a pool of PVT1_2 and PVT1_5 (450 pmol each), or scrambled GapmeR at 900 pmol). After 24 h incubation, 10 nM R1881 was added, cells were incubated for additional 24 h, and processed with the Magna ChIP A/G kit (17-10085, Millipore) according to the manufacturer’s instructions. See Additional file 1: Methods for additional procedures and details.

### Reverse transcription and cDNA synthesis

In the RIP assay, 10 μL RNA sample from the immunoprecipitate were used for reverse transcription (in the expression assays, 1 μg total RNA was used instead) with SuperScript IV First Strand Synthesis System (Invitrogen, USA) and oligo-dT-(20) or random hexamer primers, according to the manufacturer's recommendations.

### Real-time quantitative PCR

qPCR was performed with specific primer pairs (Additional file 2: Table S1) and cDNA from the RIP or expression assays or DNA from the ChIP assay. See Additional file 1: Methods for additional procedures and details.

### Genome-wide gene expression analysis in LNCaP cells under *PVT1* silencing

Agilent SurePrint G3 Human Gene Expression v3 (8 × 60 k, G4851C) microarrays were used. Total RNA (200 ng) was obtained as described above in item *PVT1* knockdown, and RNA samples with a minimum RNA Integrity Number (RIN) > 8 were used. See Additional file 1: Methods for additional procedures and details.

### Statistical analyses

Significance Analysis of Microarrays (SAM) statistical test [34] was used with cutoff q-value ≤ 0.01 (i.e., a False Discovery Rate ≤ 1%) [35]. Genes with q-value ≤ 0.01 and |log2fold-change|> 1 were considered significantly differentially expressed. Gene Ontology analyses were performed with DAVID [36].

### Gene expression correlations in the TCGA dataset

The TCGA prostate adenocarcinoma (TCGA-PRAD) dataset was used and *PVT1*-related disease-free survival analysis was done with TANRIC tool [37]. To test the 121-gene-set as a tumor risk classifier, we implemented a machine learning Random Forest algorithm in python Scikit-Learn (v.0.20.2) [38] with gene expression data from all TCGA-PRAD tumors as input. See Additional file 1: Methods for additional procedures and details.

## Results

### *PVT1* associated with AR and with PRC2 in LNCaP cells

Human *PVT1* lincRNA (Accession NR_003367.3) is transcribed from chromosome 8 (q24.21) within a 400 kb-long locus (Fig. 1a), in a so-called “gene-desert” region where no protein-coding genes are transcribed [39].

**Fig. 1:**
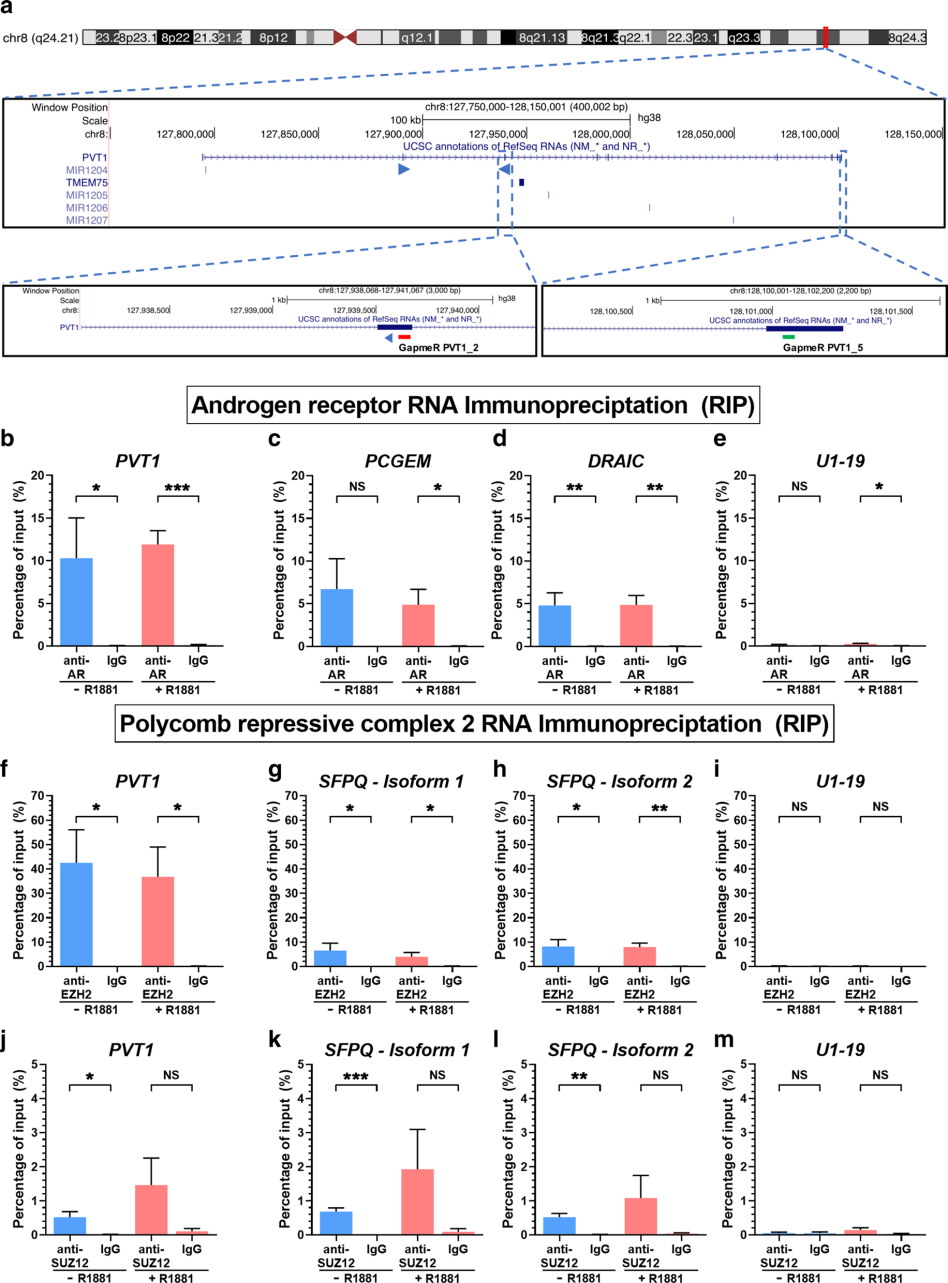
LincRNA *PVT1* associated both with AR and EZH2 in hormone-starved or in androgen-stimulated LNCaP cells. **a** Snapshot of the *PVT1* genomic locus on human Chromosome 8 showing the *PVT1* lincRNA, along with the pair of PCR primers (blue arrowheads) that was used for its quantification. The two lower insets show the locations of two antisense LNA GapmeR oligos (red and green blocks) that were used for *PVT1* knockdown in the experiments of Fig. 2. **b**–**e** RIP with anti-AR or nonspecific antibody (IgG), followed by RT-qPCR for genes *PVT1* (**b**, target), *PCGEM* (**c**, positive control), *DRAIC* (**d**), and *U1-19* (**e**, negative control). **f**–**i**, RIP with anti-EZH2 or nonspecific antibody (IgG), followed by RT-qPCR for *PVT1* (**f**, target), for two different isoforms of *SFPQ* (**g**, **h**, positive controls) and *U1-19* (**i**, negative control). **j**–**m** RIP with anti-SUZ12 or nonspecific antibody (IgG), followed by RT-qPCR for *PVT1* (**j**, target), for two different isoforms of *SFPQ* (**k**, **l**, positive controls) and *U1-19* (**m**, negative control). LNCaP cells under hormone-starved (-R1881, blue) or androgen-stimulated conditions (+ R1881, red) were tested. Data shown are mean ± s.e.m. of four biological replicates. T-test, *P < 0.05, **P < 0.01, ***P < 0.005

We performed native RIP-qPCR in order to test if *PVT1* associated with AR and with PRC2 in LNCaP cells. *PVT1* was detected as significantly enriched in the anti-AR fraction relative to the non-specific IgG control in hormone-starved or androgen-stimulated cells (Fig. 1b, blue and red bars), similar to the positive control lncRNA *PCGEM* [17] (Fig. 1c, blue and red bars). Also interesting, prostate tumor suppressor lincRNA *DRAIC* [40], previously detected by us with RIP-seq as one of the other RNAs associated with AR [18], was confirmed here by RIP-qPCR (Fig. 1d, blue and red bars), whereas negative control snRNA *U1-19* was not associated with AR (Fig. 1e).

Next, we found *PVT1* as significantly enriched in the anti-EZH2 fraction relative to the non-specific IgG control, and again, the association with EZH2 occurred under hormone-starved and androgen-stimulated conditions (Fig. 1f, blue and red bars). Positive control lncRNA *SFPQ isoforms 1 and 2* [31] was significantly associated with EZH2 (Fig. 1g, h), whereas negative control snRNA *U1-19* was not (Fig. 1i).

RIP-qPCR was repeated against SUZ12, another component of PRC2, and *PVT1* showed a significant enrichment in the anti-SUZ12 fraction relative to the non-specific IgG control under hormone-starved conditions (Fig. 1j, blue bar). Under androgen stimulation (Fig. 1j, red bars), *PVT1* enrichment was non-significant. Similarly, positive control lncRNA *SFPQ isoforms 1 and 2* was significantly associated with SUZ12 only under hormone-starved conditions (Fig. 1k, l, blue bars), and not under androgen stimulation (Fig. 1k, l, red bars). Negative control snRNA *U1-19* was not associated with SUZ12 (Fig. 1m).

Association of *PVT1* with the two histone modifying enzymes raised the question about the subcellular localization of this lincRNA. We cultured LNCaP cells in the absence or presence of androgen, submitted them to subcellular fractionation, and we determined that *PVT1* was 98.5–98.8 localized in the nuclear fraction, and 1.2–1.5% in the cytoplasm (Additional file 2: Fig. S1).

### *PVT1* knockdown affected the expression of hundreds of genes in LNCaP cells

Given the finding that *PVT1* was associated with both AR and PRC2 in LNCaP, we verified if *PVT1* might be related to a genome-wide repression of gene expression in these cells under androgen stimulation. 

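LNCaP is a line of human prostate cancer cells, and R1881 is a synthetic androgen. RNA from 4 groups of these cells was measured on 2-colour Agilent arrays. Cells starved of hormone for 48 h received a scrambled GapmeR (CTRL KD) or GapmeRs against PVT1 (PVT1 KD), antisense oligonucleotides that direct RNase H to their target RNA, at 300 pmol for 24 h. They then received vehicle or 1 nM R1881 for 24 h. The GapmeRs against PVT1 were given as a single pool, so effects of losing PVT1 cannot be told apart from other effects of that pool. Each group had 4 biological replicates, and 16 arrays hold 32 channels. From the sample titles, the Cy3 and the Cy5 channel with one replicate number were taken as 1 of the 16 RNA extracts. The androgen response was therefore measured between CTRL KD cells with R1881 and CTRL KD cells with vehicle. The deposited files hold intensities for 62976 spots per array, as the authors' scanner software gave them. Spots well above background numbered from 23008 to 30375 per channel (median 26773.5) in CTRL KD cells with vehicle and from 21040 to 34527 (median 24752) in CTRL KD cells with R1881. In PVT1 KD cells they numbered from 19564 to 28705 (median 23703.5) with vehicle and from 22052 to 27818 (median 25083) with R1881. With 4 extracts per group, the number of arrays limits the precision of every value. Median intensities were corrected for background (normexp, offset 50), normalized by loess within arrays and scaled between arrays (Aquantile), and the 2 channels of an extract were averaged on the log2 scale. Probes were kept where all 8 channels of at least 1 group were well above background, and the brightest probe stood for its gene, which left 16311 genes. The offset draws the fold changes of dim probes towards 1, and the counts of genes past the 2-fold threshold depend on it. Each comparison was tested with limma over the 16 extracts. Genes are called changed at an adjusted p of at most 0.01, and differentially expressed when they also changed by more than 2-fold, the thresholds of the study. Errors are limma's standard errors with n = 4 extracts per group unless another error is named. The arrays lay on 3 glass slides, each with arrays of every group, and slide 3 was scanned on another day, so counts are also given with the slide as a block and within slides 1 and 3 (slide 2, with 6 channels, was not fitted alone), and the fits within a slide were chosen after the slides were seen to differ. Both PVT1 KD vehicle channels of slide 1 and all CTRL KD vehicle channels of slide 3 are Cy3. The fits within a slide hold a dye term, but dye and knockdown overlap in part in the vehicle groups.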

Initially, LNCaP cells were treated with androgen to establish the androgen-responsive genes. 

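Androgen raised genes known to respond to it by up to 19.2-fold and lowered others by up to 15.9-fold in CTRL KD cells. KLK2 and KLK3, the kallikreins of the prostate (KLK3 encodes PSA), rose by 19.2-fold (log2 4.27 ± 0.25) and 17.1-fold (log2 4.09 ± 0.20). FKBP5, a chaperone of steroid receptors, rose by 19.2-fold (log2 4.26 ± 0.18), NDRG1 by 14.8-fold (log2 3.89 ± 0.30), the protease gene TMPRSS2 by 12.8-fold (log2 3.68 ± 0.14) and FASN, the fatty acid synthase, by 2.82-fold (log2 1.49 ± 0.09). The largest rise among the genes with a symbol was that of ORM1, an acute-phase protein, at 44.2-fold (log2 5.47 ± 0.28), with 7 of 8 vehicle channels well above background. OPRK1, an opioid receptor, fell by 3.99 ± 0.10 on the log2 scale, GASK1B fell by 3.97 ± 0.09, and IL1RN, the antagonist of the interleukin-1 receptor, by 3.81 ± 0.09. The lincRNA DRAIC was 4.06-fold lower (log2 -2.02 ± 0.09) and the sucrase-isomaltase gene SI 2.75-fold lower (log2 -1.46 ± 0.17). All 30 androgen-induced genes listed in advance rose (30 when adjusted over the list alone; median log2 change 2.67, adjusted p = 2.52e-33 from limma's camera). Of 12 androgen-repressed genes 10 fell and 1 rose (10 and 1 when adjusted over the list alone; median log2 change -1.64, adjusted p = 7.29e-07 from limma's camera), and the one that rose was UGT2B7, an enzyme of steroid glucuronidation (log2 2.00 ± 0.12). Genes of cholesterol and fatty acid synthesis rose in 22 of 28 cases and fell in 2 (23 and 2 when adjusted over the list alone; median log2 change 0.63, adjusted p = 3.86e-10 from limma's camera). The HOX genes, which pattern the body axis, fell in 10 of 14 cases (11 when adjusted over the list alone) and rose in 0 by limma, also at an unadjusted p under 0.05 (median log2 change -0.66 (-0.61 with genes below background at their bounds), adjusted p = 1.09e-04 from limma's camera, adjusted p = 0.05163 with an estimated correlation). HOXC9 fell most in that list (log2 -1.85 ± 0.08). Interferon-stimulated genes fell in 14 of 22 cases and rose in 2 (15 and 2 when adjusted over the list alone; median log2 change -0.40, adjusted p = 0.001234 from limma's camera), led by the RNA sensor IFIH1 (log2 -1.70 ± 0.08). Of the 16311 genes tested by limma, 514 were upregulated and 413 downregulated at the thresholds of the study, and 10936 were not called changed. The counts were 506 and 399 with the slide as a block, 555 and 441 within slide 1, and 502 and 345 within slide 3. Agilent's processed signals, which enter without the offset, gave 715 upregulated and 975 downregulated genes.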

Expression-microarrays analyses identified 1155 genes significantly downregulated and 883 genes upregulated in androgen-stimulated compared with hormone-starved cells (Fig. 2a, Additional file 2: Table S2).

**Fig. 2:**
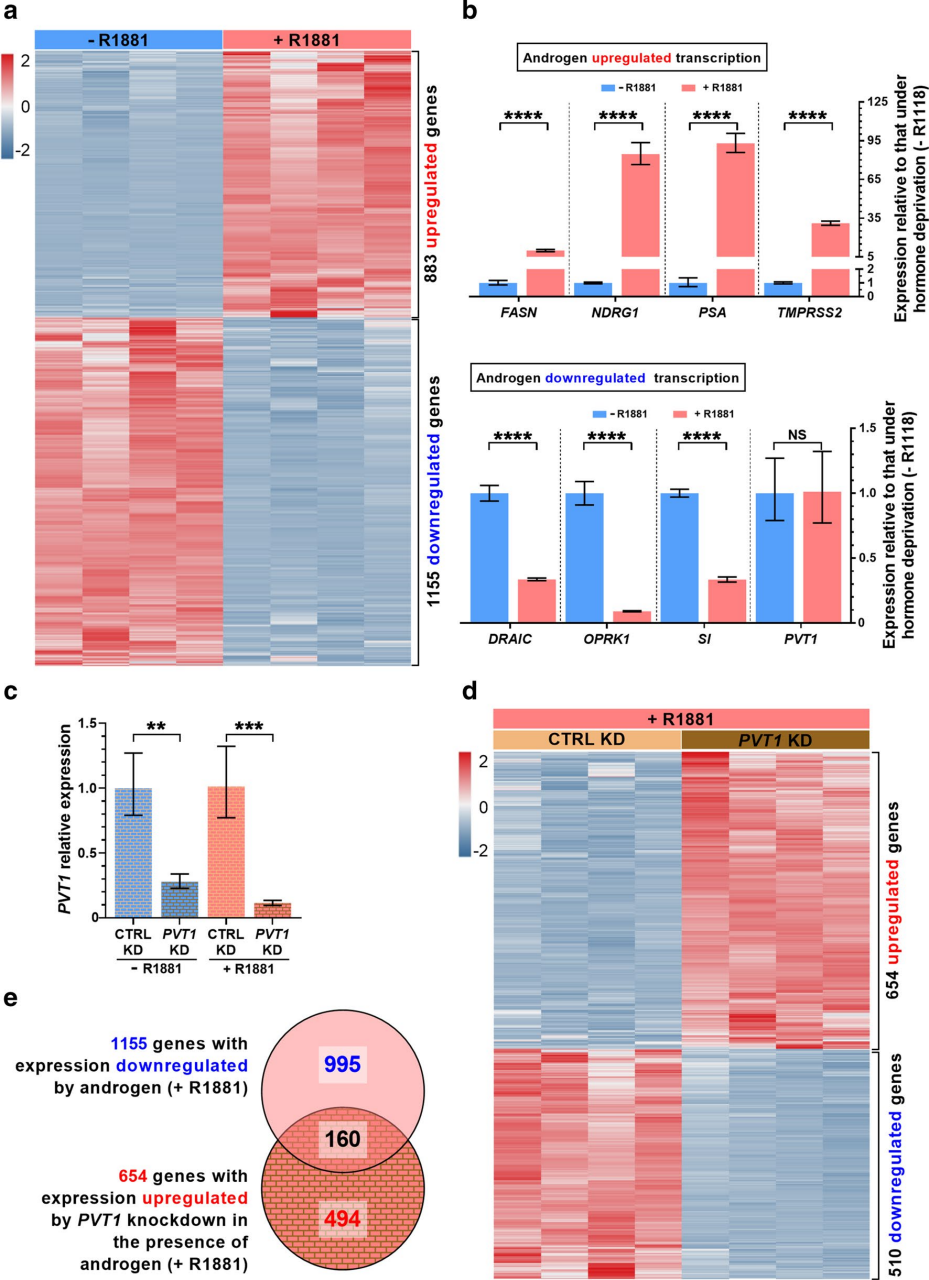
Androgen repressed the transcription of hundreds of genes and *PVT1* knockdown partially reversed this repression in LNCaP cells. LNCaP cells in culture were deprived of androgen (-R1881) or stimulated with 1 nM androgen (+ R1881), RNA was extracted from four biological replicates, purified and used. **a** Detection with microarrays of genome-wide statistically significant gene expression changes (one replicate in each column, one gene in each line; z-core color scale on the left) (q-value < 0.01, fold-change < 0.5 or fold-change > 2). **b** Validation with RT-qPCR of changes in expression of known androgen-responsive genes. **c** *PVT1* knockdown with a pool of two antisense LNA GapmeRs (*PVT1* KD) was efficient both in the presence (red) or in the absence (blue) of androgen, compared with a scrambled GapmeR (CTRL KD). **d** RNA was extracted from LNCaP cells after *PVT1* knockdown or CTRL knockdown and used for detection with microarrays of genome-wide statistically significant gene expression changes induced by *PVT1* knockdown (q-value < 0.01, fold-change < 0.5 or fold-change > 2). **e** Venn diagram shows that 160 genes were both downregulated by androgen and upregulated after *PVT1* knockdown under androgen stimulation. T-test, *P < 0.05, **P < 0.01, ****P < 0.001; mean ± s.e.m., four biological replicates

Control validation by RT-qPCR (Fig. 2b) showed that known androgen-induced genes *FASN*, *NDRG1*, *PSA* and *TMPRSS2* [5, 41] had their expression significantly upregulated by androgen (Fig. 2b, upper panel). Similarly, *DRAIC*, *OPRK1* and *SI*, known to have their expression repressed under androgen stimulation [5, 40, 41], were significantly downregulated by androgen (Fig. 2b, lower panel). Importantly, *PVT1* expression was not affected by androgen stimulation (Fig. 2b, lower panel).

Next, *PVT1* knockdown was induced in LNCaP cells with a pool of two antisense LNA GapmeRs, PVT1_2 (Fig. 1a, red block) and PVT1_5 (Fig. 1a, green block). This pool was able to effectively reduce *PVT1* expression to 30% or 10% of its endogenous level in hormone-starved (Fig. 2c, blue bars) or androgen-stimulated cells (Fig. 2c, red bars), respectively.

Finally, genome-wide expression-microarrays analyses showed that *PVT1* knockdown in androgen-stimulated LNCaP cells caused a significant upregulation of 654 genes and downregulation of 510 genes compared with their expression in control androgen-stimulated cells treated with a scrambled GapmeR (Fig. 2d, Additional file 2: Table S3).

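The knockdown is visible in all 7 PVT1 probes with androgen, where each was lower in every PVT1 KD extract than in every CTRL KD extract. The brightest probe, A_19_P00322939, was at 70.1% of its CTRL KD level with androgen (log2 -0.51 ± 0.10, adjusted p = 6.96e-04 from limma) and at 97.1% without (log2 -0.04 ± 0.10, adjusted p = 0.7813). A_33_P3357748, the probe with the least signal left without androgen, was at 39.8% with androgen (log2 -1.33 ± 0.10, adjusted p = 9.65e-09 from limma) and at 48.6% without (log2 -1.04 ± 0.10, adjusted p = 3.08e-07). Across the 7 probes, 39.3% to 75.4% of the signal was left with androgen and 48.6% to 97.1% without, and 7 and 5 of the 7 fell at an adjusted p of at most 0.01 from limma. With androgen, PLK3, a stress-induced polo-like kinase, rose by 4.94-fold (log2 2.30 ± 0.10) after PVT1 knockdown. The transcription factor MYB rose by 4.38-fold (log2 2.13 ± 0.17), with 6 of 8 channels of the control group well above background, and the arginine and lysine transporter SLC7A2 by 4.33-fold (log2 2.11 ± 0.08). GADD45A, induced by growth arrest and DNA damage, rose by 3.99-fold (log2 2.00 ± 0.09), and the mitochondrial ferredoxin reductase FDXR by 3.75-fold (log2 1.91 ± 0.10). MFF, a factor of mitochondrial fission, was 4.08-fold lower (log2 -2.03 ± 0.08). MAP2K4, a kinase that activates JNK, was 3.98-fold lower (log2 -1.99 ± 0.11), and EIF2AK2, the kinase activated by double-stranded RNA, 3.30-fold lower (log2 -1.72 ± 0.12). CRADD, an adaptor of caspase-2, fell to a similar degree (3.09-fold, log2 -1.63 ± 0.08). Of the androgen-induced genes, 15 of 30 fell after knockdown (16 when adjusted over the list alone) and 0 rose by limma, also at an unadjusted p under 0.05. The list passed (median log2 change -0.53, adjusted p = 6.65e-08 from limma's camera, adjusted p = 0.1116 with an estimated correlation), with medians of -0.48, -0.56 and -0.48 with the slide as a block and within slides 1 and 3. Of 12 androgen-repressed genes 2 rose and 3 fell (2 and 3 when adjusted over the list alone), and the list did not pass (median -0.14, adjusted p = 0.5262 from limma's camera). The 2 that rose, DRAIC and CCN3, were chosen by the study on these arrays. Without them 0 of 10 rose by limma and 3 fell (median -0.20, adjusted p = 0.07355 from limma's camera), a test added after the results were seen. Leaving out genes chosen for their rise lowers the median. Among the 3 was UGT2B7, which androgen had raised. EAF2, a partner of an elongation factor, fell by 1.22 ± 0.11 on the log2 scale, FASN by 0.98 ± 0.09 and TMPRSS2 by 0.79 ± 0.14. At the thresholds of the study, limma called 106 genes upregulated and 140 downregulated. With the slide as a block the counts were 96 and 145, within slide 1 143 and 187, and within slide 3 112 and 132. Median centring in place of Aquantile scaling gave 141 upregulated and 98 downregulated genes, and Agilent's processed signals 493 and 431. An offset of 10 gave 241 and 227.

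**Figure D1:**
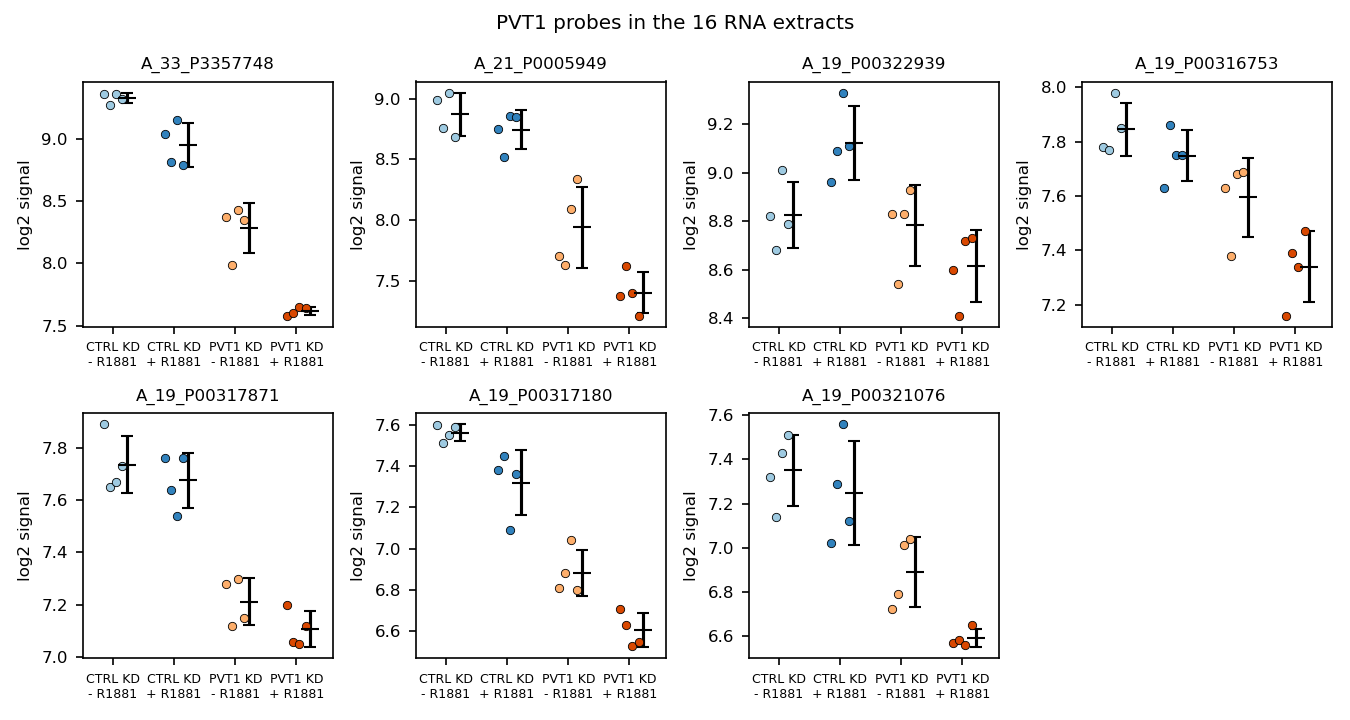
Log2 signal of the 7 PVT1 probes in the 16 RNA extracts, by knockdown and R1881. Points are extracts, and the bar and whiskers are the mean and SD of 4 extracts. With R1881, the 4 PVT1 KD extracts lie below the 4 CTRL KD extracts for all 7 probes.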

A Gene Ontology (GO) analysis of the 654 upregulated genes showed a significant enrichment of “Regulation of RNA biosynthetic process” and “Regulation of gene expression” categories (Additional file 2: Fig. S2a). Noteworthy, GO categories related to tumor suppressor processes such as “Apoptotic process” and “Programmed cell death” were significantly enriched among the upregulated genes (Additional file 2: Fig. S2a), along with GO categories involved with “Negative regulation of cell proliferation” and “Negative regulation of developmental process” (Additional file 2: Fig. S2a).

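Targets of p53 were higher after PVT1 knockdown in androgen-stimulated cells, and so were genes of DNA replication and mitosis, though that list did not pass with an estimated correlation, while the pro-apoptotic list passed with the genes that the study chose from these arrays and not without them. BBC3 (PUMA) and PMAIP1 (NOXA), which antagonize BCL2 family members, rose by 3.10-fold (log2 1.63 ± 0.10) and 2.83-fold (log2 1.50 ± 0.11). TNFRSF21, a death receptor, rose by 2.94-fold (log2 1.56 ± 0.08), and IFIT2, an interferon-induced gene, by 2.21-fold (log2 1.15 ± 0.09), with 6 of 8 control channels well above background. Of 26 pro-apoptotic genes 12 rose and 2 fell (13 and 2 when adjusted over the list alone; median log2 change 0.22, adjusted p = 7.66e-04 from limma's camera). Without the study's own genes, a test added after the results were seen, 6 of 20 rose and 2 fell (median 0.07, adjusted p = 0.2018 from limma's camera). The study chose its genes for their rise, so keeping them raises the median and leaving them out lowers it. Neither test therefore decides whether the list as a whole rose. Among 11 anti-apoptotic genes 2 rose and 3 fell (2 and 3 when adjusted over the list alone), and the list did not pass the test (adjusted p = 0.8822 from limma's camera). The p53 targets rose in 22 of 28 cases and fell in 1 (22 and 1 when adjusted over the list alone; median log2 change 0.85, adjusted p = 1.65e-13 from limma's camera), and PHLDA3, an inhibitor of AKT, was among them (log2 1.36 ± 0.13). Fisher's exact test (one-sided) found 10 p53 targets among the 106 upregulated genes, where 0.18 would fall there by chance (adjusted p = 2.38e-14). Of 6 pro-apoptotic genes among the 106, the study chose BMF, FAS, IFIT2 and TNFRSF21, and without its genes 2 remained, where 0.12 would fall there by chance (adjusted p = 0.06527, same test). Genes of DNA replication and mitosis rose in 23 of 33 cases (25 when adjusted over the list alone) and fell in 0 by limma, also at an unadjusted p under 0.05 (median log2 change 0.40, adjusted p = 1.11e-09 from limma's camera, adjusted p = 0.06682 with an estimated correlation). TYMS, which makes thymidylate, rose by 2.10-fold (log2 1.07 ± 0.12), the replicative helicase subunit MCM4 by 1.90-fold (log2 0.93 ± 0.15), and PCNA, the clamp of DNA polymerase, by 1.87-fold (log2 0.90 ± 0.13). With the slide as a block and within slides 1 and 3, the median change was 0.85, 0.83 and 0.85 for the p53 targets and 0.40, 0.43 and 0.42 for the replication genes.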

Conversely, GO enrichment analysis of the 510 genes downregulated upon *PVT1* knockdown showed that “Protein kinase activity” along with “Regulation of GTPase activity” were the two most significantly enriched categories (Additional file 2: Fig. S2b), suggesting that *PVT1* in LNCaP cells might cause upregulation of genes involved in signaling pathways.

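The lists of regulators of small GTPases and of protein kinases passed as slightly lower after PVT1 knockdown with androgen, though not with an estimated correlation. ARHGAP6, a GTPase-activating protein, was 2.69-fold lower (log2 -1.43 ± 0.12), the exchange factor ARHGEF16 2.11-fold lower (-1.08 ± 0.09) and ARHGAP35 2.10-fold lower (-1.07 ± 0.10). IGF1R, the receptor of insulin-like growth factor 1, was 3.05-fold lower (-1.61 ± 0.16), and the stress-activated kinase RPS6KA5 2.17-fold lower (-1.12 ± 0.08). MAP3K8, a kinase upstream of MAP kinases, rose by 2.02-fold (log2 1.01 ± 0.16). Of 137 GTPase regulators 42 fell and 15 rose (42 and 15 when adjusted over the list alone; median log2 change -0.14, adjusted p = 0.00369 from limma's camera, adjusted p = 0.2732 with an estimated correlation). Of 167 protein kinase genes 42 fell and 22 rose (42 and 22 when adjusted over the list alone; median log2 change -0.07, adjusted p = 0.04117 from limma's camera, adjusted p = 0.3327 with an estimated correlation), and the call was lost within slide 3. The kinase list was drawn by symbol and includes CAMK2N1, which encodes an inhibitor of a kinase. Among the 140 downregulated genes, 3 were in the kinase list, which does not hold EIF2AK2 and so undercounts the kinases among them. Of the GTPase regulator list 5 were, where 1.18 would fall there by chance (p = 0.006559, adjusted p = 0.1509, Fisher's exact test, one-sided). Gene Ontology terms themselves were not tested, since the lists stand in for them.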

In hormone-starved cells, *PVT1* knockdown also caused a significant expression change of hundreds of genes (396 upregulated and 436 downregulated), compared with their expression in control hormone-starved cells treated with a scrambled GapmeR (Additional file 2: Fig. S3a, Table S4). 

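Without androgen, PLK3 rose by 5.24-fold (log2 2.39 ± 0.10) after PVT1 knockdown, PMAIP1 by 3.87-fold (log2 1.95 ± 0.11) and FDXR by 3.02-fold (log2 1.59 ± 0.10). FOXQ1, a forkhead transcription factor, rose by 4.51-fold (log2 2.17 ± 0.13) and the albumin gene ALB by 3.28-fold (log2 1.71 ± 0.12). MFF was 2.80-fold lower (log2 -1.48 ± 0.08), MYLK, the myosin light chain kinase, 2.72-fold lower (-1.44 ± 0.07), and ROR1, a receptor of Wnt ligands, 2.36-fold lower (-1.24 ± 0.09). With and without androgen, 30 genes were upregulated in both conditions, where 0.45 would be by chance, and 37 were downregulated in both, where 0.54 would be. An offset of 10 gave 76 and 68 such genes, processed signals gave 159 and 183, and within slide 3 9 were downregulated in both. In opposite directions 0 genes were called by limma, where 0.41 and 0.59 would be by chance, and 0 also at an unadjusted p under 0.05 and the same fold. These comparisons share no extract, but several arrays carried extracts of both. Channels on one array had a median correlation of their deviations of 0.43, and with log ratios within arrays Pearson's r of the 2 comparisons was 0.577. Log2 fold changes of the 2 comparisons correlated across the 16311 genes (Pearson's r = 0.68, Spearman's coefficient 0.60), which are not independent replicates. Of the androgen-repressed genes 6 of 12 fell and 1 rose (7 and 2 when adjusted over the list alone; median log2 change -0.35, adjusted p = 0.02467 from limma's camera, adjusted p = 0.3895 with an estimated correlation), with OPRK1 at -1.08 ± 0.10. The study's thresholds were passed by 69 upregulated and 63 downregulated genes in limma, and 12125 genes were not called changed. With the slide as a block the counts were 69 and 72, within slide 1 (with only 2 PVT1 KD vehicle channels) 299 and 464, and within slide 3 42 and 21. Dye and knockdown overlap in part within slides 1 and 3, so these fits do not isolate the slide. Median centring gave 45 upregulated and 115 downregulated genes, an offset of 10 gave 124 and 117, and Agilent's processed signals 245 and 325.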

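In hormone-starved cells, p53 target genes were higher after PVT1 knockdown, and the lists of pro-apoptotic genes and of DNA replication and mitosis also passed, though with an estimated correlation the replication list did not, nor did the pro-apoptotic list without the genes that the study chose. Of 28 p53 targets 18 rose and 1 fell (19 and 1 when adjusted over the list alone; median log2 change 0.53, adjusted p = 2.44e-09 from limma's camera), among them GADD45A by 2.60-fold (log2 1.38 ± 0.09) and PHLDA3 by 2.06-fold (log2 1.04 ± 0.13). Among the 69 upregulated genes 4 were p53 targets, where 0.12 would fall there by chance (adjusted p = 1.28e-04, Fisher's exact test, one-sided). Of the pro-apoptotic genes 13 of 26 rose and 1 fell (13 and 1 when adjusted over the list alone; median log2 change 0.32, adjusted p = 3.33e-05 from limma's camera), with BBC3 at 1.98-fold (log2 0.98 ± 0.10). Without the genes that the study chose from these arrays, 7 of 20 rose and 1 fell (median 0.19, adjusted p = 0.00666 from limma's camera, adjusted p = 0.09497 with an estimated correlation), a test added after the results were seen. Leaving out genes that were chosen for their rise with androgen can lower this median. Replication and mitosis genes rose in 16 of 33 cases (19 when adjusted over the list alone) and fell in 0 by limma, also at an unadjusted p under 0.05 (median log2 change 0.33, adjusted p = 2.44e-09 from limma's camera, adjusted p = 0.1026 with an estimated correlation). TYMS was 1.91-fold (log2 0.94 ± 0.12) higher and the replication licensing factor CDT1 1.72-fold (log2 0.78 ± 0.08). Medians with the slide as a block and within slides 1 and 3 were 0.53, 0.48 and 0.55 for the p53 targets and 0.31, 0.43 and 0.37 for the replication genes.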

“Cell proliferation” was one of the top most significantly enriched GO categories among the 396 upregulated genes (Additional file 2: Fig. S3b), also including “Positive regulation of cell cycle arrest”; this again suggests that endogenous *PVT1* in LNCaP cancer cells might repress the expression of genes related to cell cycle arrest and favor cell proliferation, even under hormone starvation. 

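MAP2K4 was 2.53-fold lower in PVT1 KD than in CTRL KD cells without androgen (log2 -1.34 ± 0.11), RPS6KA5 2.22-fold lower (-1.15 ± 0.08) and MAP2K5, an activator of ERK5, 1.90-fold lower (-0.92 ± 0.12). Of 167 protein kinase genes 43 fell and 13 rose in these cells (45 and 14 when adjusted over the list alone; median log2 change -0.13, adjusted p = 0.04054 from limma's camera, adjusted p = 0.3962 with an estimated correlation). The call was lost within slide 3 and without it. GTPase regulators fell in 42 of 137 cases and rose in 6 (46 and 7 when adjusted over the list alone; median log2 change -0.18, adjusted p = 1.93e-04 from limma's camera, adjusted p = 0.192 with an estimated correlation), and the exchange factor ARHGEF10 was 2.12-fold lower (-1.08 ± 0.10). Among the 63 downregulated genes, 2 were in the kinase list, which was drawn by symbol, does not hold MYLK and ROR1 and so undercounts the kinases among them.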

Among the 436 downregulated genes (Additional file 2: Fig. S3c), “Protein kinase” was one of the most significantly enriched GOs, again showing that endogenous amounts of *PVT1* in hormone-starved LNCaP cells might upregulate genes involved in signaling pathways.

Since *PVT1* associated with PRC2, we focused on the androgen-repressed genes and asked if *PVT1* knockdown would be able to increase the expression of a subset of those genes.

### *PVT1* knockdown restored the expression of a set of genes that were repressed by androgen in LNCaP cells

To answer this question, we looked for overlap between androgen-responsive downregulated genes and genes whose expression was upregulated by *PVT1* knockdown under androgen stimulation. We identified 160 genes within the intersection between the two datasets (Fig. 2e, Additional file 2: Table S5). 

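The genes with the largest rise after knockdown among those that androgen had lowered were MYB, SLC7A2, IER5, ACKR3, NABP1, PAX1, TNFRSF21 and PDE4DIP. MYB was 3.28-fold lower with androgen in CTRL KD cells (log2 -1.71 ± 0.17), and IER5, an immediate early gene, 2.24-fold lower (log2 -1.16 ± 0.12). ACKR3, an atypical chemokine receptor, was 5.60-fold lower with androgen (log2 -2.49 ± 0.08) and 3.25-fold (log2 1.70 ± 0.08) higher after knockdown. TNFRSF21 was 3.32-fold lower with androgen (log2 -1.73 ± 0.08), and the junction protein gene AJUBA 2.16-fold lower (log2 -1.11 ± 0.09). In all, 29 genes were both downregulated by androgen and upregulated by PVT1 knockdown in its presence (limma, thresholds of the study), with median log2 changes of -1.49 and 1.30. They are 7.0% of the genes that androgen lowered and 27.4% of those that knockdown raised, and 26 have a symbol. Independent lists of these sizes would share 2.68 genes. Both comparisons use the same 4 CTRL KD R1881 extracts with opposite sign. A simulation of all 4 groups with no changed gene gave 0 such genes, which does not show what the shared extracts add. When those extracts were divided between the comparisons, the 6 divisions gave 28 to 32 genes, of which 25 to 29 were among the 29. Across genes, the androgen response and the knockdown effect had r = -0.25 (Spearman's coefficient -0.23), with a simulated r of -0.50, and a covariance of -0.046, with a simulated covariance of -0.006 and a difference of -0.040. With the slide as a block the count was 25, within slide 1 33 and within slide 3 23. Agilent's processed signals gave 162 genes and an offset of 10 gave 56, each including all 29.

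**Figure D2:**
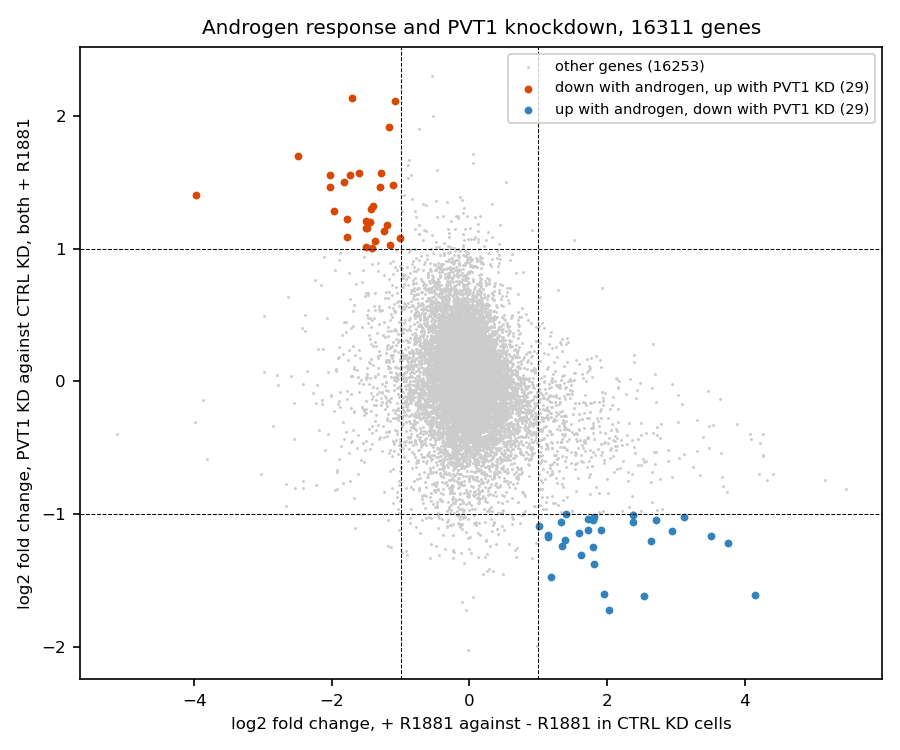
Log2 fold change with R1881 in CTRL KD cells (horizontal) against that with PVT1 knockdown in R1881 (vertical) for 16311 genes, from 4 extracts per group. Dashed lines mark 2-fold. The 29 genes down with androgen and up with knockdown are orange, and the 29 genes up with androgen and down with knockdown are blue.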

An expression heatmap shows that these 160 genes were all downregulated by androgen with endogenous levels of *PVT1* (Fig. 3a) and upon *PVT1* knockdown they were upregulated (Fig. 3a). It indicates that *PVT1* acted as a transcriptional repressor of these target genes, possibly involving AR and PRC2.

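In PVT1 KD cells with androgen, 13 of the 29 genes were not called different from CTRL KD cells without androgen, 12 were lower and 4 were higher (limma, adjusted p of at most 0.01). A gene not called is not shown to be equal. Among the 13, MAP3K8 was at -0.49 on the log2 scale (adjusted p = 0.01741 from limma) and MYB at 0.42 (adjusted p = 0.04648). Of 36 genes called with median centring, 32 were not called different, 3 were lower and 1 was higher. Of 56 called with an offset of 10, 24 were not called different, 23 were lower and 9 were higher. Of 23 called within slide 3, 6 were lower and 1 was higher. The median difference of the 29 was -0.24 on the log2 scale, from -2.57 for GASK1B to 1.03 for SLC7A2. Per gene, the rise with knockdown was 35% to 195% of the fall with androgen (median 83%), a share that the choice of genes with a rise of more than 2-fold raises. Over the 12 androgen-repressed genes listed in advance, the mean knockdown effect with androgen was 0.01 ± 0.06 on the log2 scale (SE from 4 extracts per group). These 12 include DRAIC and CCN3, which the study chose on these arrays and which rose. For PAX1, a paired box transcription factor, the rise was 98% of the fall, for TNFRSF21 90%, for DRAIC 72%, for ACKR3 68% and for BMF, a BH3-only gene, 65%. For GASK1B it was 35%, and SLC7A2 exceeded its level in CTRL KD cells without androgen. These shares also count a rise that followed knockdown without androgen. In PVT1 KD cells androgen still lowered PAX1 (log2 -0.93) and TNFRSF21 (-0.98), which knockdown raised by 0.91 and 0.81 without androgen. The fall of AJUBA (-0.15) and NREP (-0.08) there did not pass.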

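All 8 genes that the study measured by RT-qPCR fell with androgen in CTRL KD cells and rose after PVT1 knockdown in its presence at an adjusted p of at most 0.01 from limma (medians -1.04 and 1.31, and 8 of 8 in each when adjusted over the list alone). The list's adjusted p from camera was 2.63e-06 for the androgen response and 1.20e-08 for the knockdown. The study chose these genes from the same arrays, so their directions are not independent evidence. AJUBA, TNFRSF21, DRAIC and BMF also passed the 2-fold threshold in both comparisons, with rises after knockdown of 2.80-fold (log2 1.48 ± 0.09) for AJUBA, 2.76-fold (log2 1.46 ± 0.09) for DRAIC and 2.44-fold (log2 1.29 ± 0.10) for BMF. With the mean of a gene's kept probes DRAIC did not pass it in both. Within slide 3 AJUBA did not, and there with an extract term BMF did not. IFIT2 was 1.73-fold lower with androgen (log2 -0.79 ± 0.09). HRK, with 3 of 8 channels of CTRL KD cells with R1881 well above background, was 1.36-fold lower (log2 -0.45 ± 0.10) and 1.32-fold (log2 0.41 ± 0.10) higher after knockdown, both lower limits, and it activates apoptosis. Agilent's processed signals gave -1.54 and 1.18 on the log2 scale for these changes of HRK. HRK did not pass in either direction with SAM, without slide 3 or within slide 3, and its rise also not with only the 2 groups compared, median centring or log ratios within arrays, or without CTRL KD R1881 replicate 4 or PVT1 KD R1881 replicate 2 or 3 (log2 0.38, 0.34 and 0.35). Without androgen, where the knockdown groups are other extracts but CTRL KD vehicle also served the androgen comparison, 19 of the 29 genes rose after PVT1 knockdown and 10 did not pass the test (median log2 change 0.41). By limma 0 fell, also at an unadjusted p under 0.05. Their mean was higher in every PVT1 KD extract, by 0.52 (exact permutation test over 70 splits, two-sided, p = 0.02857, the smallest that 4 extracts against 4 allow). Of the 36 genes called with median centring 6 rose without androgen (median 0.25), and of the 23 called within slide 3, 7 rose. The rise was larger with androgen than without it for 22 of the 29 genes by the interaction test, among them ACKR3 (difference 1.82 ± 0.12) and DRAIC (1.16 ± 0.13), and 7 did not pass it. With median centring 1 of the 29 passed and within slide 3 5 did, with median differences of 0.92 and 0.77, against 0.83 in the 16 extracts. The values by which the 29 were chosen enter this test with the same sign, so the choice favours a larger rise with androgen. The paper takes the fall of these genes with androgen and their rise upon knockdown to indicate that PVT1 acted as a repressor of their transcription.

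**Figure D3:**
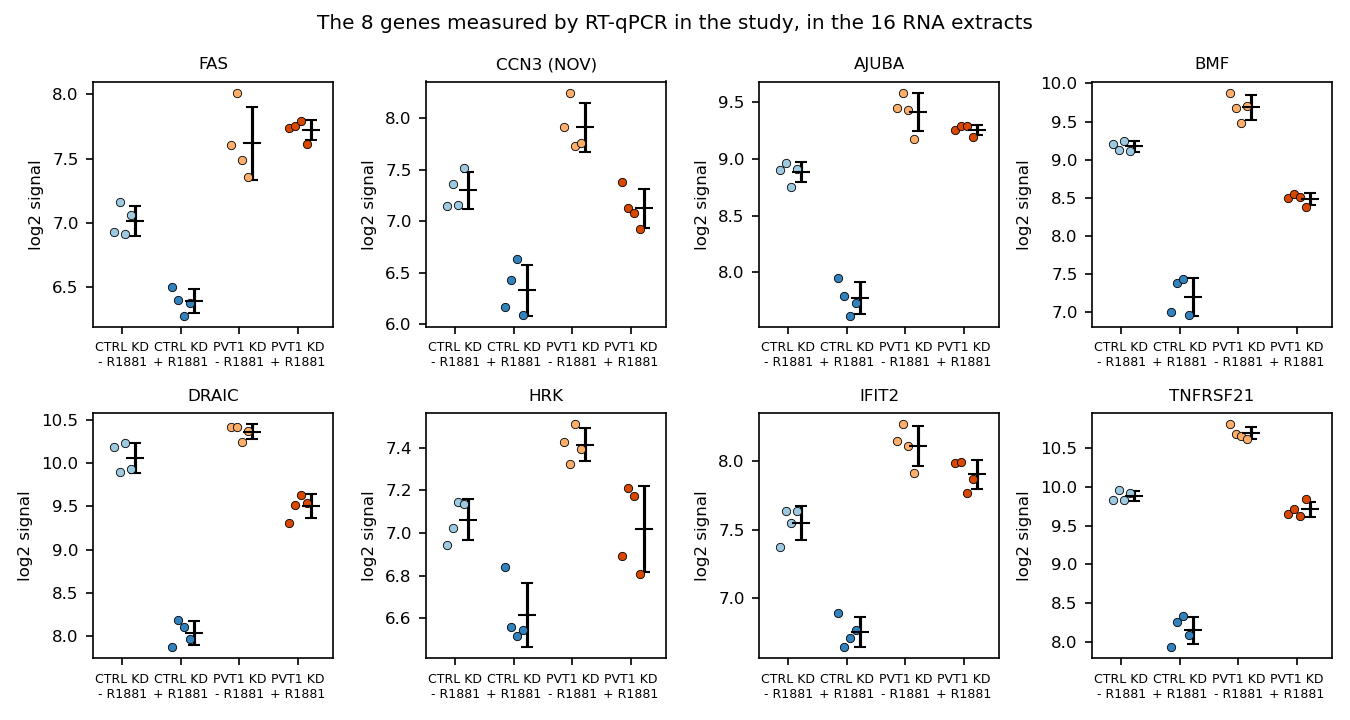
Log2 signal of the 8 genes that the study measured by RT-qPCR, in the 16 RNA extracts, by knockdown and R1881. Points are extracts, and the bar and whiskers are the mean and SD of 4 extracts. With R1881, the PVT1 KD means lie above the CTRL KD means for all 8 genes.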

**Fig. 3:**
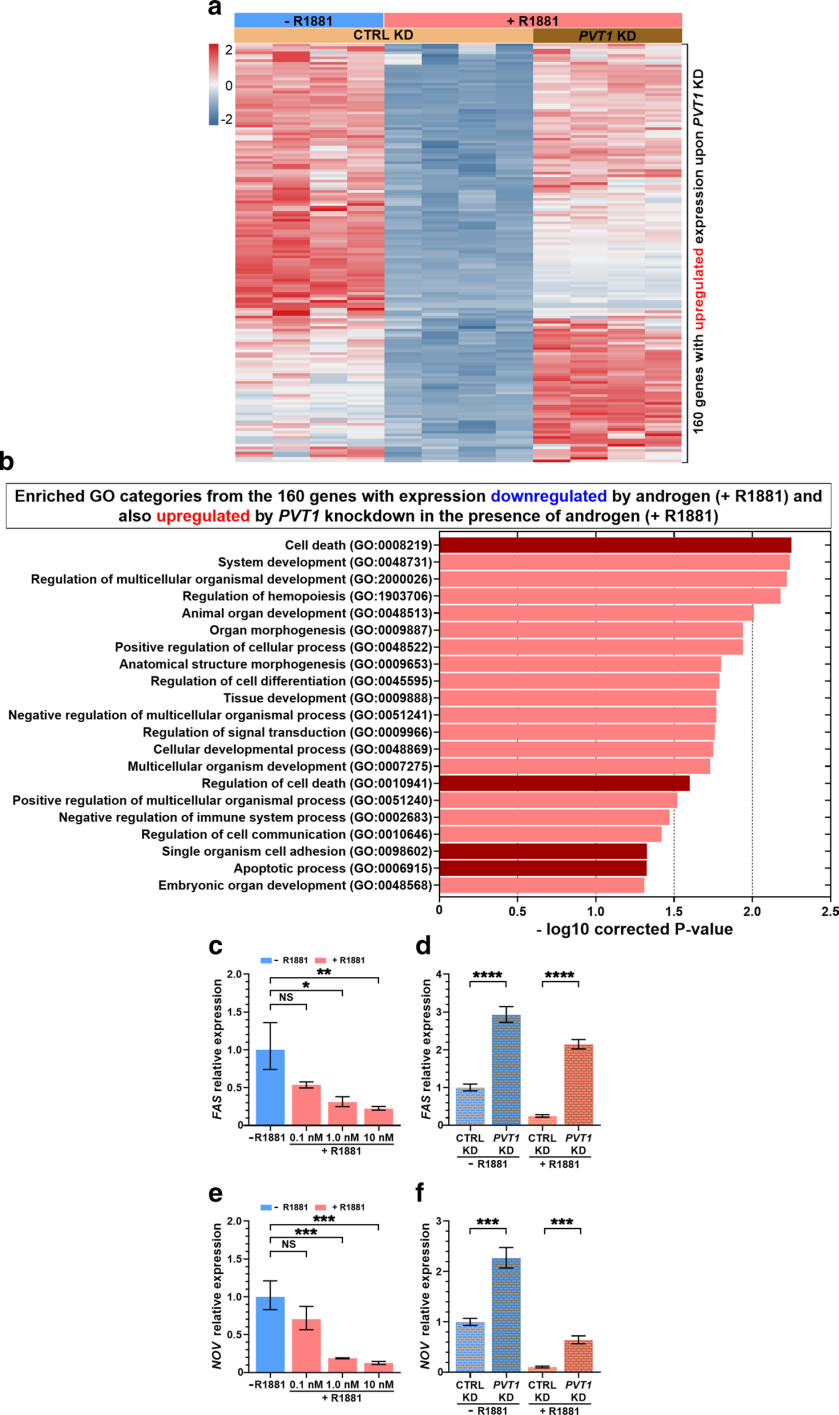
Genes de-repressed by *PVT1* knockdown in androgen-stimulated LNCaP cells were enriched in tumor suppressor functions. **a** Gene expression heatmap of the 160 genes (one in each line) that were significantly downregulated by androgen with endogenous *PVT1* (CTRL KD, + R1881) and were de-repressed (upregulated) by *PVT1* knockdown in androgen-stimulated cells (*PVT1* KD, + R1881) (q-value < 0.01, fold-change < 0.5 or fold-change > 2). For each condition indicated at the top, four biological replicates are shown (one in each column); z-score color scale is shown at left. **b** Gene Ontology terms significantly enriched (Benjamini–Hochberg corrected P < 0.05) with the 160 genes that were de-repressed by *PVT1* knockdown in androgen-stimulated cells. **c** Androgen dose-dependence of *FAS* gene expression. **d** Validation by RT-qPCR of the de-repression of *FAS* expression upon *PVT1* knockdown in androgen-starved (blue) or androgen-treated cells (red). **e** Androgen dose-dependence of *NOV* gene expression. **f** Validation by RT-qPCR of the de-repression of *NOV* expression upon *PVT1* knockdown in androgen-starved (blue) or androgen-treated cells (red). T-test, *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001; mean ± s.e.m., three biological replicates

### Genes repressed by *PVT1* in LNCaP cells were related to tumor suppressor functions

GO enrichment analysis of the 160 genes whose expression was de-repressed by *PVT1* knockdown showed that a number of categories related to tumor suppressor functions were significantly enriched (Fig. 3b). The most significantly enriched GO was “Cell death”; also noteworthy were “Regulation of cell death”, “Single organism cell adhesion” and “Apoptotic process”.

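Among the 29 genes, 2 were in the pro-apoptotic list, TNFRSF21 and BMF, and both are among the 8 that the study chose from such genes on these arrays, so their number is not independent evidence of enrichment. Of the cell adhesion and junction genes, AJUBA alone was among the 29, also one of the 8, so this count does not decide enrichment either. Across all measured members, 8 of 37 adhesion genes rose after knockdown with androgen and 9 fell (9 and 10 when adjusted over the list alone; adjusted p = 0.5875 from limma's camera). ALCAM, an adhesion molecule of leukocytes and epithelia, was 2.43-fold lower (log2 -1.28 ± 0.10) and the laminin subunit LAMA3 2.01-fold lower (-1.01 ± 0.11). The desmosomal cadherin DSC2 rose by 1.56-fold (log2 0.64 ± 0.15).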

Next, we validated by RT-qPCR the expression changes caused by *PVT1* knockdown in eight selected genes that are involved with either apoptosis or cell adhesion, out of the 160 genes repressed by androgen and de-repressed by *PVT1* knockdown. In parallel, to demonstrated that these eight genes could have a physiological relevance in the context of the androgen regulatory program, we stimulated LNCaP cells with different concentrations of synthetic androgen (0.1, 1 and 10 nM R1881) for 24 h (in the presence of endogenous levels of *PVT1*) and observed a dose-dependent target repression for all eight tested genes (Fig. 3c, e; Additional file 2: Fig. S4a to f).

*FAS* expression was repressed by androgen in the presence of endogenous *PVT1* (Fig. 3c) and after *PVT1* knockdown (Fig. 3d) its expression was restored both under hormone-starved (blue bars) and androgen-stimulated conditions (red bars). *FAS* tumor suppressor gene encodes a receptor protein that initiates the caspases cascade of cell death signals [42].

*NOV* expression was markedly repressed by androgen in LNCaP with endogenous *PVT1* (Fig. 3e). *PVT1* knockdown caused a two- to threefold increase in *NOV* expression (Fig. 3f), both in hormone-starved (blue bars) and in androgen-stimulated cells (red bars). *NOV* (nephroblastoma overexpressed, or *NOV/CCN3*) is a tumor suppressor gene encoding an extracellular-matrix protein that increases cell adhesion [43, 44].

The other six tumor suppressor genes tested by RT-qPCR were all de-repressed by *PVT1* knockdown (Additional file 2: Fig. S4a to f), namely *AJUBA* (or *JUB*), *BMF*, *DRAIC*, *IFIT2*, *TNFRSF21* and *HRK*, which indicates that *PVT1* acted as a mediator of transcriptional repression of a number of androgen-sensitive genes in LNCaP cells. Importantly, *TP53* tumor suppressor gene [45] was also found among the 654 genes that were upregulated upon *PVT1* knockdown in androgen-treated LNCaP (Additional file 2: Table S3), although *TP53* expression was not repressed by androgen.

Finally, in order to check if all of the above effects took place under unchanged *AR*, *EZH2* and *SUZ12* expression levels, i.e. to check if these genes were not themselves *PVT1* targets, we measured the mRNA levels of these genes in LNCaP cells after *PVT1* silencing (Additional file 2: Fig. S5a to d). Only *AR isoform 2* showed a significant 30% expression reduction after *PVT1* knockdown under androgen stimulation (Additional file 2: Fig. S5b), and the other genes tested here by RT-qPCR were not affected. Therefore, upregulation of the above 160 genes upon *PVT1* knockdown was not related to an increase in AR or to a decrease in PRC2 components EZH2 and SUZ12*.* Most likely, it was related to a change in occupancy of these epigenetic modifiers at target gene loci upon *PVT1* knockdown.

### The genes de-repressed by *PVT1* knockdown in LNCaP cells had their expression inversely correlated to patients’ prostate tumor risk classification

To evaluate the relevance of *PVT1* transcriptional repression in prostate cancer we analyzed RNA-seq data from 497 prostate adenocarcinoma samples (TCGA-PRAD). First, we determined that high *PVT1* levels were a statistically significant predictor of shorter disease-free survival when comparing patient tumors with high (33% highest) and low (33% lowest) *PVT1* expression levels (Fig. 4a).

**Fig. 4:**
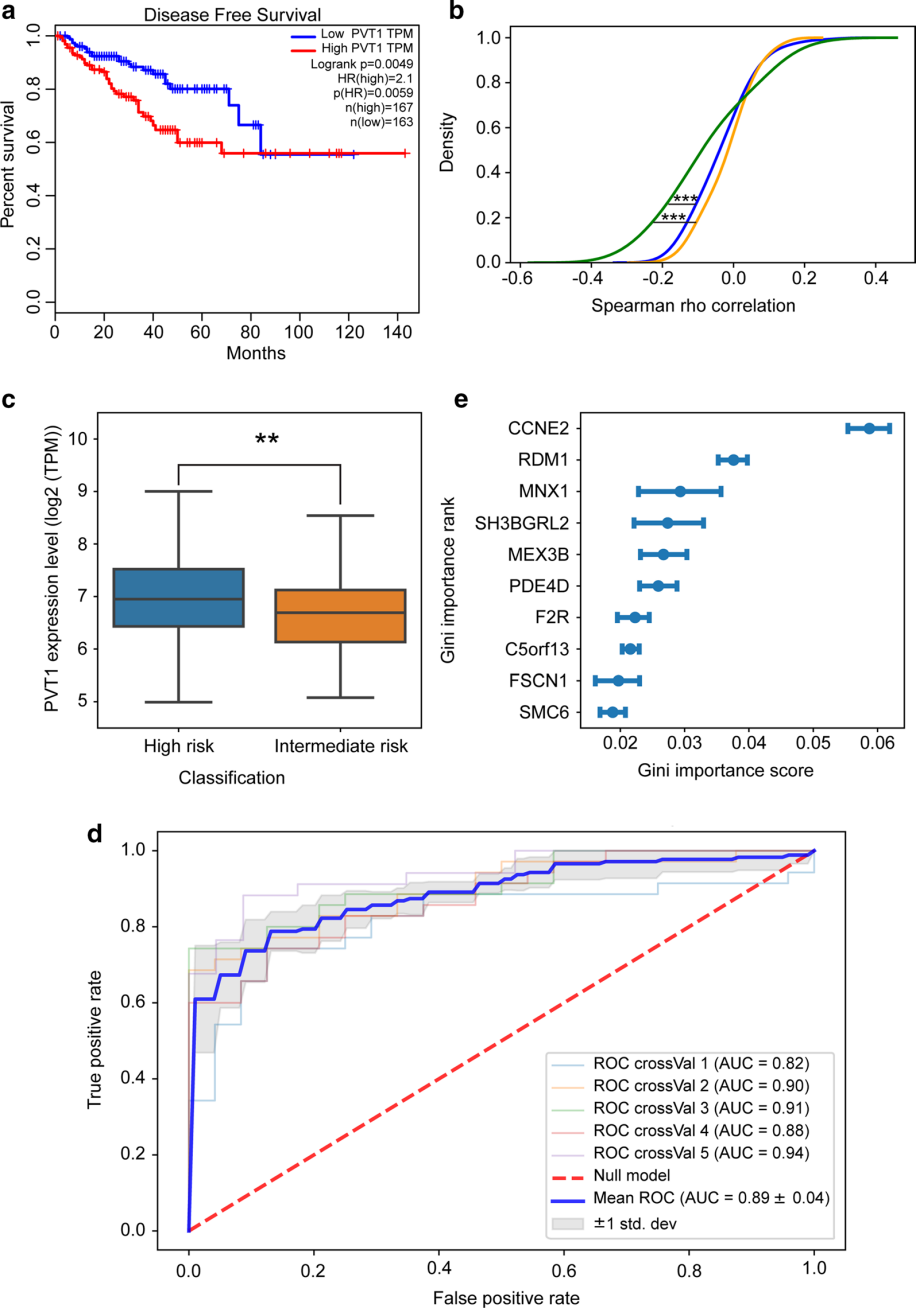
Genes de-repressed by *PVT1* knockdown in LNCaP cells had their expression in the TCGA prostate adenocarcinoma dataset correlated to tumor risk. **a** Kaplan–Meier disease-free survival analysis for TCGA-PRAD patients based on the *PVT1* expression level in the tumors of the first 3-quantile low-*PVT1* samples (blue, n = 163) and third 3-quantile high-*PVT1* samples (red, n = 167). **b** Cumulative density distribution of Spearman rho correlation between the expression levels of *PVT1* and each of the 121 genes upregulated after *PVT1* depletion in LNCaP cells. Correlation was calculated for each gene in the 121-gene-set across all TCGA-PRAD tumors from patients separated into three groups comprised of samples with low-, medium- or high-*PVT1* expression (orange, blue and green lines, respectively). The Kolmogorov–Smirnov test (two-tail ks-test) was applied to calculate the significance of the difference between the groups’ distribution (orange***, *P* value < 4.5 × 10^–6^; blue***, *P* value < 9.0 × 10^–4^). **c** *PVT1* expression level in TCGA-PRAD tumor samples with high (n = 174) and intermediate risk (n = 119). Significance was calculated using a two-tail t-test, **P < 0.01. **d** Classification of intermediate- and high-risk TCGA-PRAD tumors using a Random Forest machine-learning model. The ROC curves show the area under the curve (AUC) for the Random Forest model classification performance in a 5-way cross-validation (crossVal) scheme. Expression of the 121-gene-set across all intermediate- and high-risk TCGA-PRAD tumors were used as the input features for the machine-learning model. The 5-way cross-validation mean is indicated by the blue line, and the gray shade represents the validation standard deviation. **e** Rank of the top 10 most predictive genes in the Random Forest tumor classification analysis. Each blue point and error bars represent the mean ± S.D. of the Gini importance score for that gene, obtained in the 5-way cross-validation scheme

Next, in the TCGA-PRAD dataset we identified 121 annotated genes (Additional file 2: Table S5) out of the 160 genes de-repressed by *PVT1* knockdown in LNCaP, and we retrieved their expression levels in all patient tumors. Patient tumors were clustered into three groups with low, medium and high levels of *PVT1* (33% quantiles), and the mean *PVT1* expression was significantly different among the groups (Additional file 2: Fig. S6a). We calculated the correlation between the expression of *PVT1* and the expression of each gene, across all patient tumors in each of the three groups. Expression of the 121-gene set was significantly more negatively correlated with *PVT1* in the high-*PVT1* tumors (Fig. 4b, green) compared with medium- and low-*PVT1* tumors (Kolmogorov–Smirnov test).

We identified in the TCGA-PRAD cohort the intermediate-risk tumors (n = 119; see Methods and Additional file 1: Methods) and the high-risk tumors (n = 174; see Methods and Additional file 1: Methods), and found that the expression of *PVT1* in the high-risk group was significantly (t-test p = 0.01) higher than in the intermediate-risk group (Fig. 4c).

In order to test the 121-gene-set as a tumor risk classifier, we trained a machine learning algorithm using the 121-genes expression data from 80% of all 293 intermediate- and high-risk TCGA-PRAD tumor samples. Next, we classified the tumors of the remaining 20% patients in this independent validation group, repeating the procedure in a 5-way cross-validation test, each with different patients in the 20% validation group (and therefore, each with a different training set corresponding to the 80% remaining samples). The 121-gene-set was able to correctly predict all 293 intermediate- and high-risk TCGA-PRAD tumors, with a mean ROC area under the curve AUC = 0.89 ± 0.04 (0.82–0.94) (Fig. 4d). The top 10 most important classifier genes (highest Gini scores) are shown in Fig. 4e; importance of all genes for the machine-learning classification is in Additional file 2: Fig. S6b.

### Knockdown of *PVT1* caused an epigenetic remodeling in the *NOV* gene enhancer and promoter regions

We have chosen the *NOV* gene locus for mapping the possible changes in epigenetic marks occurring upon *PVT1* knockdown because *NOV* is one of the most strongly repressed genes by AR and EZH2 in LNCaP cells [46] and upon AR occupancy of the enhancer at 63-kb upstream of the transcriptional start site (TSS) of *NOV*, a DNA loop occurs, bringing the enhancer closer to the promoter region of the *NOV* gene [46]. Then, AR recruits the EZH2 that catalyzes the trimethylation of histone H3 in lysine 27 around the *NOV* promoter, leading to inhibition of expression via epigenetic silencing [46]. Our hypothesis was that if *PVT1* lincRNA interacted with AR and EZH2, knockdown of *PVT1* would change the epigenetic landscape in the *NOV* gene locus. In parallel, as a non-related gene whose expression was not affected by *PVT1* knockdown, we looked at the epigenetic marks in the *PSA* gene locus. After *PVT1* knockdown there was a significant increase in H3K27me3 occupancy at the *NOV* enhancer (Fig. 5a) and a significant increase in H3K27ac occupancy at the *NOV* promoter (Fig. 5c). No significant change in occupancy of these histone marks was observed in the negative control gene *PSA* (Fig. 5b, d). The histone mark H3K27ac is associated with increased activation of gene transcription, primarily localizing around the TSS of human genes [47]. The increase in H3K27ac mark occupancy is in line with the activation of *NOV* transcription when *PVT1* was silenced (Fig. 3f).

**Fig. 5:**
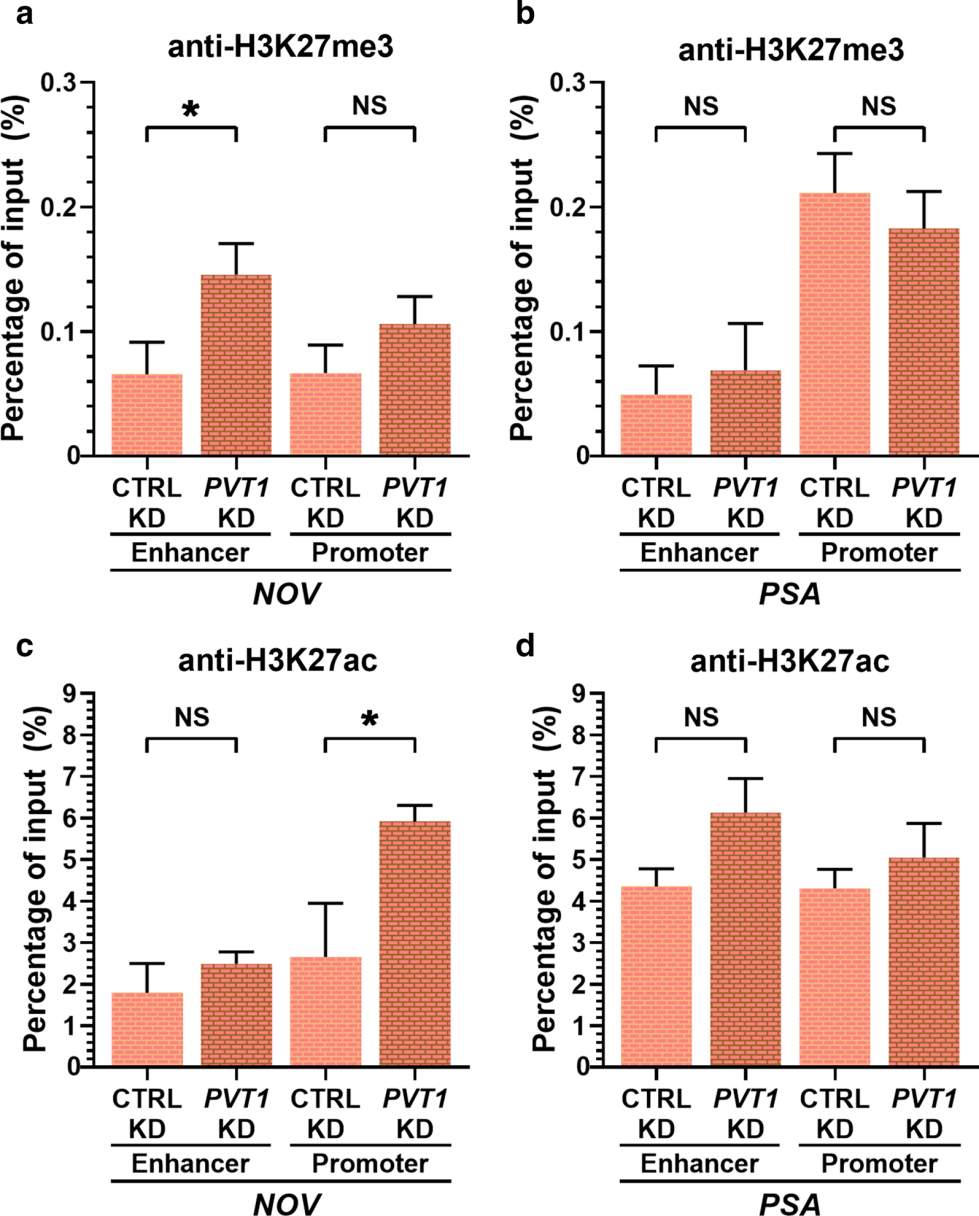
Epigenetic marks at the enhancer and promoter genomic regions of the *NOV* gene were remodeled upon *PVT1* knockdown. LNCaP cells in culture with androgen were treated with a pool of two antisense LNA GapmeRs targeting *PVT1* (*PVT1* KD) or with a scrambled GapmeR (CTRL KD), cells were then lysed and submitted to the Chromatin Immunoprecipitation (ChIP) protocol. **a**, **b** ChIP with anti-H3K27me3 Ab; or **c**, **d** with anti-H3K27ac Ab. The co-precipitated DNA was subjected to qPCR with primers for the enhancer (left two bars) and promoter (right two bars) genomic regions of the gene indicated at the bottom of each panel, either the *NOV* or the *PSA* gene. T-test, *P < 0.05, mean ± s.e.m. of three biological replicates

## Discussion

This report is the first direct investigation of the genome-wide gene expression regulation effected by *PVT1* in prostate cancer cells. First, we identified that *PVT1* was associated in LNCaP cells both with AR and EZH2, a component of the polycomb complex, suggesting that *PVT1* could be potentially important for the androgen-induced repression program. In fact, *PVT1* could act as a scaffold for protein complexes, possibly acting in a similar way as *HOTAIR* lincRNA [48], which is important for driving two repressive complexes, histone methyltransferase PRC2 and histone demethylase LSD1 to their specific targets [48]. 

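In androgen-stimulated cells, 4679 of 16311 genes were called changed by limma after PVT1 knockdown at an adjusted p of at most 0.01 and any fold, 2452 of them higher and 2227 lower. Without androgen 1663 were higher and 2523 lower. Above 2-fold the genes called were 246 with androgen and 132 without. PLK3 and GADD45A rose and MFF and MAP2K4 fell in both conditions. Genes whose response to knockdown differed between the conditions included ACKR3, GASK1B (difference 1.54 ± 0.12) and the adhesion molecule gene AMIGO2 (1.29 ± 0.19), with the higher response in the presence of androgen. VEGFA (-1.46 ± 0.24), a growth factor of blood vessels, had the lower response with androgen. AMIGO2 had 1 of 8 channels of CTRL KD cells with R1881 well above background, so its difference is a lower limit. The difference itself passed the same thresholds for 22 genes with a higher response and 19 with a lower one in the presence of androgen (limma). With the slide as a block these counts were 29 and 24, within slide 1 217 and 100, and within slide 3 4 and 3, and median centring gave 2 and 1. Within slides 1 and 3, dye and knockdown overlap in part in the vehicle groups. Leaving out single extracts moved the 22 to between 15 (without PVT1 KD vehicle replicate 4) and 41 (without CTRL KD vehicle replicate 3).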

Next, we showed that *PVT1* knockdown in LNCaP cells affected the expression of over one thousand genes, indicating that a complex change in the gene expression program occurred upon *PVT1* silencing. In fact, the majority of the affected genes (56%) were upregulated upon *PVT1* silencing, indicating that *PVT1* predominantly acted as a transcriptional repressor. 

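Of the genes that passed the study's thresholds after PVT1 knockdown with androgen, 43.1% were upregulated and 56.9% downregulated. PLK3, MYB, SLC7A2 and GADD45A led the first group, and MFF, MAP2K4, NSMAF and EIF2AK2 the second. The share upregulated was 59.0% with median centring and 53.4% with Agilent's processed signals, and 52.4% of the genes changed at any fold were higher. Among p53 targets more genes rose than fell, and among androgen-induced genes and GTPase regulators more fell than rose. The paper takes the share that it found upregulated to indicate that PVT1 predominantly acted as a repressor of transcription.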

*PVT1* could possibly be one of the mediators of the previously reported role of AR as a global transcriptional repressor in LNCaP cells [5], where AR and EZH2 co-occupy the regulatory and promoter regions of androgen-repressed genes [5].

The smaller set of downregulated genes upon *PVT1* silencing (44% of the affected genes) may have their expression modulated through the *PVT1*-miRNA-mRNA axis, whereby the well documented miRNAs sponging role of *PVT1* would control the levels of critical miRNAs that target specific mRNAs in the cell [22]. The novel genome-wide transcriptional repressive role of *PVT1* lincRNA on protein-coding genes, which was uncovered by our experimental results, points to an additional mechanism of action whose future detailed characterization is warranted.

Most interestingly, among the genes upregulated by *PVT1* knockdown, a number of enriched GO categories were related to apoptosis and programmed cell death, either looking at the entire set of 654 upregulated genes or at the subset of 160 genes that had been repressed by androgen-stimulation and were de-repressed by *PVT1* silencing. “Cell adhesion” was another relevant enriched GO, among the genes upregulated by *PVT1* silencing. This indicates that the endogenous level of *PVT1* in LNCaP cells resulted in the repression of tumor suppressor genes involved with apoptosis and cell adhesion, which is in line with the known oncogenic role of *PVT1* [19]. Overall, these results suggest that increased levels of endogenous *PVT1*, known to occur in prostate cancer [19, 20]*,* could lead to downregulation of tumor suppressor genes and favor cell proliferation.

Knockdown of *PVT1* in prostate cancer cell lines has been shown to increase the abundance of activated cleaved caspase-9 and -3 proteins and to induce cell apoptosis [21]. Here, we identified with microarrays and confirmed by RT-qPCR that *PVT1* knockdown increased the expression of *FAS*, which is the pro-apoptotic gene encoding the membrane receptor that triggers the caspases activation cascade [42]. 

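FAS, the death receptor, rose by 2.52-fold (log2 1.33 ± 0.11) after PVT1 knockdown with androgen (adjusted p = 5.07e-08 from limma) and by 1.52-fold (log2 0.60 ± 0.11) without it (adjusted p = 3.32e-04). With androgen its log2 signal was 7.72 ± 0.08 (SD, n = 4) in PVT1 KD cells and 6.39 ± 0.09 (SD, n = 4) in CTRL KD cells, where 2 of 8 channels were well above background, so that this rise and the fall with androgen are lower limits. FAS fell by 0.63 ± 0.11 on the log2 scale with androgen in CTRL KD cells (adjusted p = 1.31e-04 from limma), and this fall did not pass within slide 3 (-0.47). The rise without androgen did not pass with median centring (0.59), within slide 1 (0.32) or within slide 3 (0.75). Agilent's processed signals gave a rise of 3.08 on the log2 scale for the knockdown with androgen and a fall of 1.75 with androgen.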

Low *FAS* expression has been described in LNCaP and PC3 cells [49, 50], however correlation between *FAS* and *PVT1* expression was not known until now.

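CCN3, the current symbol of NOV, rose by 1.74-fold (log2 0.80 ± 0.14) after PVT1 knockdown with androgen (adjusted p = 1.58e-04 from limma) and by 1.53-fold (log2 0.62 ± 0.14) without it (adjusted p = 0.001799). Androgen lowered CCN3 in CTRL KD cells by 0.97 ± 0.14 on the log2 scale (adjusted p = 1.29e-05 from limma), to a level at which 1 of 8 channels was well above background, so this fall and the rise after knockdown with androgen are lower limits. Agilent's processed signals gave a log2 rise of 2.66 with androgen. Its rise with androgen did not pass within slide 1 (0.63) or without arrays 9 and 12 (0.60). Without androgen it did not pass in these settings, within slide 3 (0.62), without slide 3 (0.60) or with median centring (0.59).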

We also showed here that *PVT1* knockdown did upregulate the expression of *NOV/CCN3*, the tumor suppressor gene encoding a protein that induces apoptosis in fibroblasts [51]. The *NOV/CCN3* gene regulates cell adhesion, migration, proliferation, differentiation and survival [52, 53]. *NOV/CCN3* decreased expression was already described in various tumor types and cancer cell lines including prostate cancer LNCaP cells [43, 44, 46, 54]. We observed that after *PVT1* knockdown there was a significant increase in H3K27me3 occupancy at the *NOV/CCN3* enhancer and a significant increase in H3K27ac occupancy at the *NOV/CCN3* promoter. Using *NOV/CCN3* as a model gene, Wu et al. [46] demonstrated that in LNCaP and VCaP cells, AR directly binds the enhancers of target genes and controls the promoter through DNA looping with enhancer. In addition, they showed that, while the enhancer elements are important in recruiting AR, the promoter dictates gene repression through repressive chromatin remodeling that is mediated by the histone H3 lysine 27 (H3K27) methyl-transferase EZH2 [46]. The increase in activating H3K27ac mark occupancy at the *NOV/CCN3* promoter that we observed here upon *PVT1* reduction, in parallel with an increased H3K27me3 occupancy at the *NOV/CCN3* enhancer, suggest that the lincRNA could drive the DNA looping, and that in its absence the promoter became free from the EZH2 deposition of methylation marks at the promoter region. In this context, it is interesting to note that upon *PVT1* decrease, the *NOV/CCN3* locus with increased H3K27me3 at the enhancer has assumed a poised enhancer configuration [55, 56]. It is tempting to speculate that a wider epigenetic reprograming has taken place, which could as well include DNA methylation that is known to reversibly regulate H3K27ac and H3K27me3 at tissue-specific enhancers [57]. Identification of additional genome-wide changes in epigenetic marks induced by *PVT1* knockdown will be an interesting line for future investigation.

While NOV/CCN3 is known as a matricellular, secreted protein, a cytoplasmic form of the NOV/CCN3 protein has been shown in prostate cancer LNCaP cells to interact with the N-terminal domain of the AR protein to inhibit nuclear translocation of AR, thereby acting in a negative feedback loop to block AR function [58]. In LNCaP cells, NOV/CCN3 physically interacts with the AR protein to retain it in the cytoplasm, thus reducing AR nuclear translocation, and *NOV/CCN3* overexpression strongly suppresses LNCaP growth program [58]. Of clinical relevance, *NOV/CCN3* depletion is a main driver of AR signaling and androgen-independent Castration Resistant Prostate Cancer (CRPC) progression and drug resistance; a significant decrease of *NOV/CCN3* expression is observed in CRPC compared with localized prostate cancer in various prostate cancer patient cohorts [58]. We suggest that increased levels of *PVT1* in advanced prostate cancer tumors could modulate an enhanced epigenetic inhibitory effect of AR on *NOV/CCN3* expression, through the AR-EZH2-*PVT1* axis.

Other pro-apoptotic genes that were found upregulated upon *PVT1* knockdown were *BMF*, which encodes a pro-apoptotic BCL2-family protein [59], *IFIT2*, which triggers apoptosis through a BCL2-dependent mitochondrial pathway [60], *TNFRSF21*, an apoptosis activator gene in bladder cancer [61], and *HRK*, which encodes a pro-apoptotic protein that interacts with BCL2 and Bcl-XL apoptosis-repressor proteins [62]. *PVT1* knockdown also upregulated the expression of *AJUBA* (or *JUB*), which encodes a cell–cell junction protein [63] whose low expression is observed in metastatic prostate cancer [64], of *DRAIC* lncRNA, a tumor suppressor gene that represses migration and cell invasion in LNCaP cells [40], and of tumor suppressor *TP53*, a master regulator of stress-induced FAS-dependent apoptosis [65]. Overall, our data indicate that in LNCaP cells *PVT1* caused transcriptional repression of an important set of tumor suppressor genes, and suggest that the increased expression of *PVT1* in advanced prostate cancer types [19, 20] may contribute to the aggressive phenotype by reducing apoptosis and cell–cell adhesion.

Our data show correlation of high-*PVT1*-expression tumors with shorter disease-free patient survival in the 497-patients TCGA-PRAD cohort, confirming the results of a previous publication [21] with a 152-Chinese-patients cohort. Also, we detected an inverse correlation in the TCGA-PRAD tumors between the expression of *PVT1* and the expression of the 121-gene-set (out of the 160 genes that were repressed by androgen and de-repressed by *PVT1* knockdown in LNCaP cells), which points to the relevance of further characterizing the interaction between *PVT1* and tumor suppressor genes in determining an aggressive phenotype in prostate cancer. In fact, the ability of the 121-gene-set expression profile to correctly predict tumor risk in the 293-patients intermediate- and high-risk TCGA-PRAD cohort (AUC = 0.89 ± 0.04), indicates that the role of this set of genes in prostate cancer progression should be the subject of further investigation.

## Conclusions

In prostate cancer cells, we show a novel genome-wide androgen-related role of *PVT1* lincRNA in signaling the transcriptional repression of protein-coding genes, and we show that the *PVT1*-targeted repressed gene set was enriched in tumor suppressor functions. This may lie behind the known aggressive phenotype of tumors expressing high levels of *PVT1* oncogene, which highlights the pathway towards further investigation of the mechanisms that link *PVT1* and its tumor suppressor targeted genes. We also show that the expression profile of a repressed 121-gene-set can be used with high confidence as a predictor of prostate-cancer patients’ high-risk tumors.

## Supplementary Information

**Additional file 1:** Supplementary Methods.

**Additional file 2:** Supplementary Figures and Tables.

## Data Availability

The microarray gene expression datasets generated for this study can be found in the GEO DataSets (https://www.ncbi.nlm.nih.gov/gds/) under accession number GSE133372.

## Abbreviations

AR: Androgen receptor
AUC: Area under the curve
ChIP-qPCR: Chromatin immunoprecipitation followed by quantitative PCR
crossVal: Cross-validation test
CSS: Charcoal-stripped fetal bovine serum
DEG: Differentially expressed gene
FDR: False Discovery Rate
GapmeR: 16-Nucleotides-long oligonucleotide enriched with LNA in the flanking regions and DNA in an LNA-free central gap
GO: Gene Ontology
KD: Knockdown
lincRNA: Long intergenic non-coding RNA
LNA: Locked nucleic acid
lncRNA: Long non-coding RNA
PCa: Prostate cancer
PRC2: Polycomb repressive complex 2
qPCR: Quantitative PCR
RIN: RNA Integrity Number
RIP-qPCR: RNA-binding-protein immunoprecipitation followed by quantitative PCR
ROC: Receiver operating characteristic
RT-qPCR: Reverse transcription followed by quantitative PCR
SAM: Significance Analysis of Microarrays
TCGA-PRAD: The Cancer Genome Atlas-Prostate adenocarcinoma

How the deposited data were processed for this re-analysis (not part of the article)

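LNCaP cells, an established line, were measured in 4 groups: CTRL KD and PVT1 KD cells, each with vehicle or 1 nM R1881. The labels call the knockdowns siControl and siPVT1, and the paper describes LNA GapmeRs. RNA of 4 biological replicates per group was amplified and labelled by the authors from 200 ng, once with Cy3 and once with Cy5, and hybridised on 16 Agilent arrays with 2 RNA extracts per array. A replicate is an RNA extract, and its 2 channels lie on different arrays. The channels were assigned to extracts by the dye and replicate number in the sample titles. That both dyes of one number are the same extract was inferred from these titles. The deviations of the 2 channels of an extract had a median correlation of 0.07, against -0.03 for other extracts of the group. The intensities therefore do not decide whether this pairing holds.

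The deposited files hold the intensities of 62976 spots per array as the authors' Feature Extraction software (10.7.1.1, design build hg19) gave them: raw median signals and background signals without background subtraction or dye normalization, and processed signals that the software had background-subtracted, detrended and dye-normalized. Normalized log2 values, ratios and fold changes were all computed here. Of 43 columns in a file 25 were not used. The design named mean signals, and the files hold medians only, so medians were used.

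Intensities were read in R 4.3.3 with data.table 1.17.8 and analysed with limma 3.58.1. The 2075 control spots per array were left out. Background was corrected with normexp and an offset of 50, ratios were normalized within arrays by loess, and channels were scaled between arrays with Aquantile. Spots that the software marked as outliers were set to missing, which left 69 missing channel values among the kept probes. Spots of one probe were averaged, and then the 2 log2 channel values of an extract. A probe was kept where it was well above background in all 8 channels of at least 1 group, as the software marks it. This kept 19910 of 58201 probes, 15825 of them with a symbol.

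Probes were named through their RefSeq accession and a table of human genes (GRCh38.p14, used for names only, so no coordinates are given). Of 31770 probes with such an accession 31104 matched one of 22439 symbols, and 10719 probes with lnc- names, 9747 with Ensembl transcripts and 5965 others kept the name of the file. The probe with the highest mean signal stood for its gene, which gave 16311 genes, 12340 with a symbol. Among 2950 genes with several kept probes, probes changed in opposite directions in 10 genes for the androgen response in CTRL KD cells, 12 for PVT1 knockdown with androgen, 7 for knockdown without it and 13 for the androgen response in PVT1 KD cells.

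Groups were compared with limma (lmFit, eBayes with an intensity trend) over all 16 extracts with 1 coefficient per group, 12 residual degrees of freedom and 5.50 prior degrees of freedom. Tests were two-sided with Benjamini-Hochberg adjustment over the genes. Genes are called changed at an adjusted p of at most 0.01, and upregulated or downregulated at the paper's thresholds when the log2 fold change also passed 1. The study's own test was SAM, which was run as an alternative. The interaction is the difference of the PVT1 knockdown effect with and without androgen. The difference between PVT1 KD cells with R1881 and CTRL KD cells with vehicle measured how far the level was restored.

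Gene lists numbered 26 in all, of which 23 had at least 3 measured members. They are androgen-induced and androgen-repressed genes, cholesterol and fatty acid synthesis, DNA replication and mitosis, pro-apoptotic and anti-apoptotic genes, p53 targets, interferon-stimulated genes, cell adhesion and junction genes, protein kinase genes, GTPase regulators, PRC2 components, HOX genes, the PVT1 neighbourhood, MYC targets, the amino acid and ER stress response, heat shock, histone, ribosomal protein and complex I genes, fibroblast markers, and the study's RT-qPCR and classifier genes. Each was tested with camera (preset correlation 0.01, called at an adjusted p of at most 0.05) and again with the correlation estimated from the data. Fisher's exact test, one-sided, compared the lists with the called genes over all genes tested. The paper's Gene Ontology categories were not available, so the lists stand in for them. Neuroendocrine markers had 2 of 12 members measured, basal markers 1 of 8 and leukocyte markers 1 of 10, too few for a test.

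Genes are named in the text by a fixed rule: those the paper names, the 10 largest rises and the 10 largest falls of each comparison among genes whose groups do not overlap, the 10 largest rises of the genes down with androgen and up with knockdown, the 4 largest changes of each list and the 5 largest interactions in each direction. Results for a few single genes are not reported here.

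A simulation on the 16311 genes, with 50 genes changed per size for PVT1 knockdown with androgen, tested the scripts. By limma 66% of the genes changed by 0.5 on the log2 scale were recovered, 88% of those changed by 1 and 100% of those changed by 2 or 3, and 0 of the unchanged genes were called, while SAM called 1. Camera called 1 of 1 shifted and 0 of 100 unshifted lists.

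The design, the gene lists, the rule for named genes and the alternatives listed next were set before the data were examined. The alternatives are an offset of 10, the processed signals, quantile normalization over the 32 channels, median centring, no filter on dim probes, a filter on all 32 channels, every probe counted, the mean of a gene's kept probes, a fit of only the groups compared, SAM, the replicate number as a block, the 32 channels with array and extract as random blocks, log ratios within arrays, the slide as a block, no intensity trend, each extract left out in turn, an adjusted p of at most 0.05, no fold threshold, and the estimated correlation. Fits without slide 3, within slide 1, within slide 3 and without arrays 9 and 12 were added later, once the files had been read, and list tests without the genes that the study chose on these arrays last, once results had been seen. The fit within slide 3 first had array and extract as random blocks, and after its output was seen the extract term was dropped, since 2 extracts have both channels on that slide, and the first version is kept as an alternative. Array 9 had the most spots well above background in Cy5, and array 12 carries a scanner note to evaluate it. Slide 3 was scanned on another day and had Cy3 median signals of 125 to 178, against 61 to 82 on slides 1 and 2. Between 32.12% and 56.69% of the spots of a channel were well above background, and the number of arrays limits the precision of every value. Replicates of a group had correlations across genes of 0.984 to 0.997. RT-qPCR, RNA and chromatin immunoprecipitation and the patient cohorts of the paper have no values in these files and were left out. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.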

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

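Of the tests in this part, the fits within a slide were chosen after the files had been read. A list mean was taken per extract, and its error is the ordinary standard error over the 16 extracts. Within a slide, means and errors come from single channels, 12 on slide 1 and 14 on slide 3, with no term for the array. Channels on one array had a median correlation of their deviations of 0.43.

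As a list, androgen-induced genes responded less to androgen in PVT1 KD cells: the difference of the knockdown effect had a median of -0.45 on the log2 scale over the list (adjusted p = 9.06e-10 from limma's camera, adjusted p = 0.114 with an estimated correlation) and a mean of -0.42 ± 0.11 over 30 genes, and 5 of the 30 passed one by one (11 when adjusted over the list alone), EAF2 and ELL2 among them. Differences between slides are argued against, since the mean was -0.40 ± 0.13 within slide 1 (with 2 PVT1 KD vehicle channels) and -0.52 ± 0.15 within slide 3. These 2 errors leave out the array, and within these slides dye and knockdown overlap in part in the vehicle groups. The mean knockdown effect was -0.07 ± 0.08 without androgen and -0.49 ± 0.08 with it. Background correction and scaling stay open: the mean was -0.42, -0.48 and -0.41 with an offset of 10, processed signals and quantile normalization, but -0.26 ± 0.28 with median centring, a spread too wide to decide. With that open, a weaker response of these genes to androgen when PVT1 is lowered remains an untested possibility.

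p53 targets and DNA replication genes were both higher after PVT1 knockdown with androgen (medians 0.85 and 0.40), although the paper reports neither list, and with an estimated correlation the replication list did not pass (adjusted p = 0.06682). Differences between slides are argued against, as the lowest mean of either list within slide 1 or 3 was 0.42 ± 0.04 (an error that leaves out the array), and so are dim probes, as the lower mean over members well above background in all 32 channels was 0.47 ± 0.05. A response of both lists to the knockdown is a candidate explanation that the design cannot test further, since it has no measure of the cell cycle or of time. The design also has a single pool of GapmeRs against PVT1, so loss of PVT1 cannot be told apart from other effects of the pool.

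The share of upregulated genes after PVT1 knockdown with androgen moved between 43.1% with an offset of 50, 51.5% with an offset of 10 and 53.4% with processed signals. Over genes well above background in all 32 channels the shares were 40.1%, 42.4% and 46.1%, a range of 6.0 percentage points, so handling of dim probes could not be settled as the source of the differences. With median centring the share was 59.0%, and with the median of all genes subtracted it was 48.3% against 44.1% for Aquantile, a gap of 4.3 points, consistent with a shift of all genes by the scaling. No biological explanation applies, since the extracts are the same.

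For the androgen response in CTRL KD cells, chance is argued against: the real split of the 8 extracts called 927 genes and the highest of the other 34 splits called 0, so that 1 of 35 splits called as many. For PVT1 knockdown chance is argued against as well, with 246 genes against 0 with androgen and 132 against 4 without it, again 1 of 35 splits each. The other splits mix the groups, so a real difference widens their spread and lowers their counts. A share of 1 of 35 is the smallest that the test can give. The androgen response in PVT1 KD cells called 571 genes against 0, 1 of 35 splits. For the difference of the knockdown effect, 41 genes were called against 0, 1 of 100 permutations of the residuals. These residuals also hold the difference itself, and 1 of 100 is the smallest share possible.

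Among the genes named in the text, 29 differed in their response to knockdown with and without androgen by limma's interaction test. The difference was above 0 for ACKR3 (1.82), GASK1B (1.54), AMIGO2 (1.29), DRAIC (1.16), NREP (1.16), TP53INP1 (1.14), AJUBA (0.95), IER5 (0.90), BMF (0.77), OPRK1 (0.77), TNFRSF21 (0.75), FSCN1 (0.73), IFIH1 (0.67), PAX1 (0.67), HOXC9 (0.65), SLC7A2 (0.65), GADD45A (0.62), PDE4DIP (0.58) and MYLK (0.50). It was below 0 for FOXQ1 (-1.59), H4C11 (-1.53), VEGFA (-1.46), IGF1R (-1.45), EAF2 (-1.14), ALB (-1.11), ELL2 (-1.09), ODC1 (-0.76), KCNMA1 (-0.63) and MFF (-0.54). IGF1R, with 6 of 8 channels of PVT1 KD cells with vehicle well above background, is among these. For FOXQ1, 1 of 8 channels of CTRL KD cells with R1881 was well above background, so its rise with androgen is a lower limit and the sign of the difference stays open. Of the 29 genes, 2 passed with median centring (ACKR3 and FOXQ1) and 4 within slide 3 (ACKR3, EAF2, GASK1B and NREP). Of the lists, the androgen-repressed genes had a median difference of 0.30 (adjusted p = 0.002543 from limma's camera, adjusted p = 0.2461 with an estimated correlation), from a mean knockdown effect of -0.35 ± 0.06 without androgen and 0.01 ± 0.06 with it, p53 targets 0.35 (adjusted p = 2.06e-05) and histone genes -0.14 (adjusted p = 2.20e-04, adjusted p = 0.3141 with an estimated correlation). The study's RT-qPCR genes had 0.74 (adjusted p = 6.27e-07) and its classifier genes 0.62 (adjusted p = 2.14e-06, adjusted p = 0.09195 with an estimated correlation), both chosen by the study on these arrays.

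Signals outside those the paper discusses were 571 genes called for the androgen response in PVT1 KD cells and 29 genes up with androgen and down with knockdown. After knockdown with androgen, median changes were 0.34 for interferon-stimulated genes, 0.23 for MYC targets, -0.22 for cholesterol and fatty acid synthesis and -0.25 for histone genes, and with an estimated correlation the last 3 did not pass (adjusted p = 0.06682, 0.2292 and 0.2748).

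A single extract lay apart from the 3 others of its group by Dixon's ratio in 13 of 352 sets of 4 values (the named genes and 7 PVT1 probes in each group), where chance gives about 1 in 20 groups, or 17.6. In CTRL KD with vehicle these were HOXC9 (replicate 3 lowest, 0.900), MAP2K5 (replicate 3 lowest, 0.835), PLK3 (replicate 3 highest, 0.923) and SI (replicate 3 lowest, 0.957). In CTRL KD with R1881 these were HRK (replicate 1 highest, 0.870), LAMA3 (replicate 3 lowest, 0.863), NSMAF (replicate 3 lowest, 0.906), PAX1 (replicate 2 highest, 0.851) and PDE4DIP (replicate 1 lowest, 0.875). In PVT1 KD with vehicle these were EZH2 (replicate 2 highest, 0.877). In PVT1 KD with R1881 these were FSCN1 (replicate 2 highest, 0.841), PDE4DIP (replicate 2 highest, 0.893) and TMPRSS2 (replicate 1 highest, 0.940).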

How the results depend on the processing

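The tests without slide 3, within slides 1 and 3 and without arrays 9 and 12 were chosen after the files had been read, those of lists without the study's genes after the results were seen, and the extract term within slide 3 was dropped after results with it were seen. The cause was not tested for any change given here.

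Among named genes, the alternatives set in advance gave the same direction and side of the threshold in 15326 comparisons, a call lost in 686 and a call gained in 317, and leaving out single extracts gave 18799, 529 and 112. In lists these were 1508, 47 and 32, and 1809, 11 and 20. The added settings gave 5154, 778 and 141 for genes and 568, 17 and 20 for lists. A called value changed sign in 2 comparisons, both within slide 3 with an extract term and both for PVT1 knockdown without androgen, with log2 values of 0.057 and, for XIAP, 0.009, and neither passed. SAM and fits of only the groups compared could not give the interaction, and counting every probe gave no values for lists or genes.

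With an offset of 10, the androgen response in CTRL KD cells had 625 downregulated genes, and PVT1 knockdown had 241 upregulated and 227 downregulated genes with androgen and 124 and 117 without it. The androgen response in PVT1 KD cells had 315 downregulated genes, the interaction 41 genes with a higher response, and 56 genes were down with androgen and up with knockdown, of which 23 were below, 9 above and 24 not different from CTRL KD cells with vehicle. Here and below, not different means not called at an adjusted p of at most 0.01, which does not show equal levels. With and without androgen 76 genes were up and 68 down. With processed signals these values were 975, 493 and 431, 245 and 325, 684 up and 608 down in PVT1 KD cells, 89, 162 (50 below, 23 above and 89 not different), and 159 up and 183 down in both conditions, with 60 genes up with androgen and down with knockdown.

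With median centring, knockdown without androgen gave 45 upregulated and 115 downregulated genes, the interaction 2 and 1, and restoration 3 below, 1 above and 32 not different. The probes A_19_P00316753 (-0.400) and A_19_P00322939 (-0.467) of PVT1 no longer passed with androgen. Probes well above background in all 32 channels gave 11 genes with a lower response and 15 genes up with androgen and down with knockdown. SAM gave 2 restored genes above the vehicle level, and the 32 channels with random blocks gave 35 genes with a higher response. Log ratios within arrays gave 99 downregulated genes for knockdown without androgen, 38 with a higher response, and a correlation of the knockdown effects across genes, which are not independent replicates, of 0.577 (0.681 in the 16 extracts).

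For the 29 genes without androgen, the median of 0.406 was 0.482 with quantile normalization, 0.245 with median centring, 0.459 with the filter on all 32 channels, 0.512 with the mean of kept probes, 0.490 with the slide as a block, 0.497 without slide 3, 0.551 within slide 1, 0.339 within slide 3, 0.451 there with an extract term, 0.560 without arrays 9 and 12 and 0.177 with no fold threshold, each over the genes that the setting called.

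Without slide 3, knockdown without androgen gave 107 upregulated genes, 52 genes were up in both conditions, and 45 were up with androgen and down with knockdown. Within slide 1 it gave 299 and 464, the androgen response in PVT1 KD cells 600 and 345, the interaction 217 and 100, 44 genes were up with androgen and down with knockdown, and 64 were up and 78 down in both conditions. Within slide 3 knockdown without androgen gave 42 and 21, the interaction 4 and 3, 9 genes were down in both conditions, and 6 were below and 1 above the vehicle level. Within slide 3 with an extract term, the fit first run there, these were 43 and 27, 4 and 3, 17 and 6, and the extract term took a share of 0.656 of the variance from 2 extracts with both channels. Without arrays 9 and 12 there were 108 downregulated genes without androgen.

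With no fold threshold, 2248 genes rose and 3127 fell with androgen in CTRL KD cells, 2452 and 2227 after knockdown with androgen, 1663 and 2523 without it, and 2526 and 2275 with androgen in PVT1 KD cells. The interaction gave 214 and 85, 850 genes were down with androgen and up with knockdown (170 below, 112 above and 568 not different), 669 went the other way, and 1113 were up and 1448 down in both conditions.

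With the correlation estimated from the data, 5, 5, 4, 2 and 2 lists passed for the androgen response in CTRL KD cells, knockdown with androgen, knockdown without it, the androgen response in PVT1 KD cells and the interaction, against 9, 12, 9, 9 and 6 with the preset. The calls that held were the androgen-induced, androgen-repressed, cholesterol, interferon-stimulated and RT-qPCR lists in the first, the p53, pro-apoptotic, interferon-stimulated, RT-qPCR and classifier lists in the second, the p53, pro-apoptotic, MYC target and RT-qPCR lists in the third, the androgen-induced and cholesterol lists in the fourth, and the p53 and RT-qPCR lists in the fifth. With the genes that the study chose on these arrays left out of the lists, the pro-apoptotic list no longer passed for knockdown with androgen (adjusted p = 0.2018), and the replication list passed for the androgen response in PVT1 KD cells (adjusted p = 0.03543, adjusted p = 0.5986 with an estimated correlation). Of the calls that held with an estimated correlation, these did not hold without the study's genes: the androgen-repressed (0.08274) and interferon-stimulated lists (0.0707) in the first, the interferon-stimulated (0.1096) and pro-apoptotic lists (0.3646) in the second, the pro-apoptotic list (0.09497) in the third and the p53 list (0.09724) in the fifth (adjusted p from limma's camera). Leaving out genes that were chosen for their change works against a list, so the lost calls do not decide what it rests on.

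Leaving out single extracts, the interaction gave 15 (without PVT1 KD vehicle replicate 4) to 41 genes with a higher response (without CTRL KD vehicle replicate 3), the 29 genes without androgen had medians of 0.341 to 0.519, and the PVT1 probe A_19_P00321076 without androgen had -0.528 to -0.404. The other counts stayed within 1.5 times, from 104 to 116 upregulated and 117 to 164 downregulated genes for knockdown with androgen, and 27 to 31 genes down with androgen and up with knockdown.

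Replicate numbers do not pair the extracts: of 24 same-numbered pairs 8 had a correlation of their deviations over 0.1 (median 0.03, from -0.34 to 0.56), and 4 of 16 extracts correlated best with their own number. With the replicate block, PVT1 knockdown with androgen gave 106 and 140 genes, knockdown without androgen 70 and 63, and the interaction 21 and 20. Channels of one extract had a median correlation of their deviations of 0.07 (from -0.48 to 0.48), those of other extracts of the group -0.03, and channels on one array 0.43 (from -0.03 to 0.74). With random blocks over the 32 channels, the array took a share of 0.405 of the variance and the extract 0.000. The fit over the 16 extracts has no term for the array.

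Signal over background limits what dim probes can show, since genes such as CCN3, FAS and HRK had 1, 2 and 3 of 8 channels of CTRL KD cells with R1881 well above background.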

Differences from the paper's values

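The paper's thresholds of a q-value of 0.01 and 2-fold were used for the counts found here, with limma's adjusted p in place of SAM's q-value. The alternatives with an adjusted p of at most 0.05 or with no fold threshold, and values at any fold, depart from them. SAM itself was one of the alternatives, and of the settings in this part the fits without slide 3 and within slide 1 or 3 were chosen after the files had been read.

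For the androgen response the paper's value is 883 upregulated genes and 514 were found here. An offset of 10, Agilent's processed signals (715) and every probe counted brought the value within 1.5 times the paper's, and the other 30 of the 33 alternatives set in advance did not. Of these 33, 16 leave out a single extract and several change only the test, so few of them alter the processing of the signals. The paper's value for downregulated genes is 1155, against 413 here, and of the 33 alternatives only the processed signals (975) came within 1.5 times.

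After PVT1 knockdown with androgen the paper's value is 654 upregulated genes, against 106 here, and its value for downregulated genes is 510, against 140 here. For both, of the 33 alternatives only the processed signals (493 and 431) came within 1.5 times. Without androgen the paper's value is 396 upregulated genes, against 69 here, and none of the 33 alternatives came within 1.5 times. Its value for downregulated genes is 436, against 63 here, and of the 33 only the processed signals (325) did. For genes down with androgen and up with knockdown, the paper's value is 160, against 29 here, and of the 33 only the processed signals (162) came within 1.5 times.

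By RT-qPCR the paper's values for PVT1 left after knockdown are 30% without androgen, against 48.6% here for the probe A_33_P3357748, and 10% with androgen, against 39.3% for the probe A_21_P0005949, the probes with the least left. Of 24 alternatives, 16 of which leave out a single extract, the processed signals brought the value without androgen within 1.5 times the paper's. The other 23 did not, and with androgen none of the 24 did.

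The paper states that most genes affected by PVT1 knockdown with androgen were upregulated, and here 43.1% were. A majority was upregulated with an offset of 10 (51.5%), with processed signals (53.4%) and with median centring (59.0%), and 52.4% of the genes changed at any fold were higher.

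Of the 8 genes that the paper places among those down with androgen and up with knockdown, AJUBA, BMF, DRAIC and TNFRSF21 were called here, DRAIC not with the mean of a gene's kept probes and AJUBA not within slide 3. FAS, HRK, IFIT2 and CCN3 changed in both directions without passing the 2-fold threshold in both, HRK passed in neither direction with SAM, CCN3 and IFIT2 were called with an offset of 10, and all 8 with processed signals or with no fold threshold. Of the study's 10 classifier genes, 2 were called here, FSCN1 and NREP, and 8 with processed signals. With the mean of a gene's kept probes FSCN1 alone was called, and within slide 3 NREP alone.

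The paper states that androgen did not affect PVT1, and the probe A_33_P3357748 fell by 0.38 on the log2 scale with androgen (adjusted p = 0.003374 from limma), while the other probes did not pass and the brightest, A_19_P00322939, had a change of 0.30 in the other direction (adjusted p = 0.02621). It reports enrichment of protein kinases among the genes that knockdown lowered, and here 3 of the 140 with androgen and 2 of the 63 without were in the kinase list, which lacks EIF2AK2, MYLK and ROR1, so enrichment of kinases was not decided. It reports enrichment of cell adhesion among the genes down with androgen and up with knockdown, and here AJUBA alone of the adhesion list was among the 29. With so few genes, this count does not decide enrichment of cell adhesion. By RT-qPCR it found SUZ12 unchanged after knockdown, and on the arrays SUZ12 rose by 0.32 on the log2 scale with androgen (adjusted p = 0.003325 from limma) and did not pass without it. That rise did not pass with median centring, SAM or log ratios within arrays, without slide 3, within slide 1 or 3, or without 3 of the single extracts.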

Other observations

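The genes up with androgen and down with knockdown, the genes that moved the same way in both comparisons and the overlap of both androgen responses were not in the design, and the fits within a slide were chosen after the slides were seen to differ.

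Genes that androgen raised and PVT1 knockdown lowered numbered 29, where independent lists would share 4.41. The simulation with no changed gene gave 0, which does not show what the shared extracts add. The 6 divisions of the shared CTRL KD R1881 extracts gave 21 to 44 genes. Among them were NSMAF, which acts in ceramide signalling of the TNF receptor (log2 -1.73 ± 0.13 after knockdown), KCNMA1, a potassium channel (-1.62 ± 0.08), IGF1R, and WWC1, a regulator of the Hippo pathway (-1.60 ± 0.13). Genes that moved the same way in both comparisons numbered 5 down, where independent lists would share 3.54, and 1 up, where they would share 3.34. The shared extracts enter the comparisons with opposite sign, so these expectations do not hold strictly.

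In PVT1 KD cells, androgen still raised ORM1 (log2 4.72 ± 0.28) and RHOU (4.00 ± 0.18), and lowered IL1RN (-3.93 ± 0.09) and OPRK1 (-3.22 ± 0.10). Limma called 370 genes upregulated and 201 downregulated, 391 and 203 with the slide as a block, 600 and 345 within slide 1, 339 and 194 within slide 3 and 684 and 608 with processed signals. Of the 370 and 201, 338 upregulated and 184 downregulated genes were also called in CTRL KD cells, where 11.66 and 5.09 would be by chance. Log2 fold changes of both responses correlated across genes, which are not independent replicates (Pearson's r = 0.86, Spearman's coefficient 0.71). The androgen-induced genes rose in 30 of 30 cases (median 2.06, adjusted p = 1.41e-31 from limma's camera), and cholesterol and fatty acid synthesis rose in 20 of 28 (median 0.66, adjusted p = 5.10e-10).

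On the arrays, PVT1 knockdown with androgen changed EZH2 by 0.16 ± 0.08 (adjusted p = 0.1572 from limma), SUZ12 by 0.32 ± 0.08 (adjusted p = 0.003325) and MYC by -0.10 ± 0.09 (adjusted p = 0.3719), of which SUZ12 passed the threshold. Of the PRC2 components 2 of 10 rose and 0 fell (adjusted p = 0.3538), and of the PVT1 neighbourhood 1 of 3 rose and 1 fell (adjusted p = 0.7051), the riser being LRATD2 (0.46 ± 0.12) and the one that fell PVT1 itself.

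The study's classifier genes fell with androgen in 10 of 10 cases (adjusted p = 7.44e-06 from limma's camera, adjusted p = 0.05671 with an estimated correlation) and rose after knockdown with androgen in 9 of 10 (10 when adjusted over the list alone; adjusted p = 5.90e-07), and their choice by the study on these arrays means that this is not independent evidence.

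After knockdown with androgen, of the MYC targets 11 of 25 rose and 0 fell (adjusted p = 0.001497), with an adjusted p = 0.06682 with an estimated correlation, and CAD, of pyrimidine synthesis, rose by 0.79 ± 0.08. For interferon-stimulated genes 10 of 22 rose and 1 fell (adjusted p = 9.09e-04), with STAT2 at -0.79 ± 0.08. For cholesterol and fatty acid synthesis 1 of 28 rose and 10 fell (adjusted p = 0.002588), with an adjusted p = 0.2292 with an estimated correlation, and ACACA, the acetyl-CoA carboxylase, was at -0.69 ± 0.08. For histone genes 2 of 59 rose and 19 fell (adjusted p = 6.29e-04), with an adjusted p = 0.2748 with an estimated correlation. The amino acid and ER stress response did not pass, as 9 of 25 rose and 5 fell (adjusted p = 0.3086), though CHAC1 rose by 1.55 ± 0.10. Heat shock genes (0.6541), ribosomal protein genes (0.4385), complex I genes (0.2598), fibroblast markers (0.3538) and HOX genes (0.3527) did not pass either (adjusted p from limma's camera). With androgen in CTRL KD cells, p53 targets fell in 13 of 28 cases and rose in 2 (adjusted p = 0.01159 from limma's camera, adjusted p = 0.1345 with an estimated correlation), and this call was lost within slide 3, with or without an extract term. MYC targets rose in 7 of 25 cases, led by ODC1 (2.67 ± 0.11), and fell in 1 (adjusted p = 0.002883, adjusted p = 0.06796 with an estimated correlation).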
